# Runx-mediated regulation of CCL5 via antagonizing two enhancers influences immune cell function and anti-tumor immunity

**DOI:** 10.1038/s41467-020-15375-w

**Published:** 2020-03-26

**Authors:** Wooseok Seo, Kanako Shimizu, Satoshi Kojo, Arinze Okeke, Terumi Kohwi-Shigematsu, Shin-ichiro Fujii, Ichiro Taniuchi

**Keywords:** Tumour immunology, Chemokines, Gene regulation in immune cells, Lymphocytes

## Abstract

CCL5 is a unique chemokine with distinct stage and cell-type specificities for regulating inflammation, but how these specificities are achieved and how CCL5 modulates immune responses is not well understood. Here we identify two stage-specific enhancers: the proximal enhancer mediates the constitutive CCL5 expression during the steady state, while the distal enhancer located 1.35 Mb from the promoter induces CCL5 expression in activated cells. Both enhancers are antagonized by RUNX/CBFβ complexes, and SATB1 further mediates the long-distance interaction of the distal enhancer with the promoter. Deletion of the proximal enhancer decreases CCL5 expression and augments the cytotoxic activity of tissue-resident T and NK cells, which coincides with reduced melanoma metastasis in mouse models. By contrast, increased CCL5 expression resulting from RUNX3 mutation is associated with more tumor metastasis in the lung. Collectively, our results suggest that RUNX3-mediated CCL5 repression is critical for modulating anti-tumor immunity.

## Abstract (web summary)

CCL5 is an important chemokine for modulation of inflammatory responses, but how CCL5 expression is regulated is still unclear. Here the authors show that the CCL5 locus contains two enhancers, with the proximal enhancer being responsible for homeostatic expression and the distal enhancer enforcing inducibility, while both enhancers are modulated by RUNX3.

## Introduction

Typical CC chemokines, such as CCL3 (MIP-1α) and CCL4 (MIP-1β), are rapidly expressed within a couple of hours after stimulation to attract myeloid^1^ and effector T cells to inflamed sites^2^. In contrast, CCL5, also known as RANTES (Regulated on Activation, Normal T cell Expressed and Secreted), is induced during the later stage of inflammation^3,4^ specifically to recruit activated effector T cells and freshly generated memory T cells^5^, which require several days to be produced. In addition to this induced expression during activation, CCL5 is also constitutively expressed in noninflamed conditions by memory T cells^6,7^ and local natural killer (NK) cells^8^. Recent studies using neutralizing anti-CCL5 antibodies have suggested that the constitutive expression of CCL5 plays a regulatory role in maintaining tissue-resident memory (Trm) T cells in the human vaginal tract^9^ and mouse skin^10^, suggesting that constitutive CCL5 expression in noninflamed conditions, hereafter referred to as homeostatic CCL5 expression, might be important for homeostasis of tissue-resident lymphocytes.

In addition to its roles in the regulation of inflammatory diseases and the maintenance of local immune cells, CCL5 expressed by cancer cells plays diverse roles in shaping cancer microenvironments toward their own survival. For example, several types of cancer cells express CCL5 to specifically recruit anti-inflammatory immune cells, such as regulatory T cells (Tregs)^11–13^, which can suppress antitumor immunity or to directly facilitate their own metastasis^14^. Other studies reported that some cancer cells could repress their own CCL5 expression to hinder migration of anticancer immune cells toward cancer sites^15,16^. Thus, cancer-derived CCL5 are generally utilized to evade host’s antitumor responses, representing a procancer role of cancer-secreted CCL5.

On the other hand, host-derived CCL5 has rather controversial (and contradicting) functions during tumorigenesis and metastasis. CCL5-deficient NK and helper T cells (Th) were shown to be less efficient in recruiting dendritic cells (DCs) and cytotoxic T lymphocytes to cancer sites, resulting in increased cancer development^17–19^. Therefore, host CCL5 can obviously work as an anticancer molecule to mount relevant immune responses against some cancer cells. On the contrary, recent studies using CCL5 knockout mice showed that the total absence of host CCL5 exhibits increased antitumor immunity in breast cancer models, proposing a unique procancer role of host CCL5^20,21^. Furthermore, a recent clinical trial for a CCR5 inhibitor treatment to patients suffering from liver metastasis of colorectal cancer showed its effect on reducing tumor mass with better prognosis, suggesting CCL5–CCR5 axis might also provide a procancer activity^22^. Therefore, it might be safe to say that host CCL5 plays important roles in controlling cancer development but might create either pro- or anticancer environments according to the given situation, such as the type of cells that produce CCL5 and the type of cancers.

Despite the importance of CCL5 in inflammation, Trm T-cell homeostasis and tumor immunity, little is known about how the expression of the *Ccl5* gene is regulated. There might be cases in which the inactivation of all CCL5 by neutralizing anti-CCL5 antibodies or CCL5 knockout are not adequate to examine a particular function of CCL5 due to its unique biphasic expression with the clear stage specificity.

Here, we identify two transcriptional enhancers which confer the stage specificity (homeostatic and inducible) on CCL5. We further show that both enhancers are negatively regulated by RUNX/CBFβ transcription factor complexes. By generating the knockout mice for each enhancer, we are able to dissect the specific function of CCL5 at specific stages. Interestingly, the homeostatic CCL5 expression from the host’s immune cells has significant impacts on priming functional states of the immune cells at nonimmune tissues, such as lungs, resulting in altered tumor immunity against metastatic cancer. Thus, our study supports a procancer role of host CCL5 and reveals that CCL5 levels in nonimmune tissues, such as cancer microenvironments, could be important to modulate functional states of immune cells at local tissues.

## Results

### Repression of *Ccl5* expression by RUNX/CBFβ complexes

RUNX transcription factor family proteins hetero-dimerizing with CBFβ, an essential partner protein, play important roles in many developmental processes, such as hematopoiesis, and are involved in the pathogenesis of several inflammatory diseases, such as colitis^23^ and lung inflammation^24,25^. One of the causal mechanisms for these inflammatory phenotypes is higher IL-4 expression in activated T cells in the absence of RUNX/CBFβ^26^. Given the milder lung pathologies observed in IL-4 transgenic mice^27^, we examined whether inflammatory cytokines/chemokines, other than IL-4, are highly produced by CBFβ-deficient activated T cells. Of the 22 cytokines screened, CC chemokines, such as CCL3, CCL4, and CCL5, were secreted at higher levels from CBFβ-deficient cells than control cells, in addition to IL-4 and IL-5 (Supplementary Fig. 1a). An enzyme-linked immunosorbent assay (ELISA) using supernatants of activated T cells at 5 days after stimulation confirmed higher CCL5 secretion from activated CD8^+^ cytotoxic T cells (Tc) and CD4^+^ Th upon the loss of CBFβ (Fig. 1a), although the CCL5 expression is known to be induced mainly by activated Tc cells. This finding indicates that RUNX/CBFβ not only regulates the amounts but also the cell-type specificities of the CCL5 expression. The loss of CBFβ did not make any difference to CCL3 or CCL4 levels at day 2 after activation (Supplementary Fig. 1b). However, contrary to that in wild-type cells, the expression of CCL3 and CCL4 continued in Th cells in the absence of CBFβ, and was still detected even 7 days after activation (Supplementary Fig. 1b), indicating a role for RUNX/CBFβ in suppressing *Ccl3* and *Ccl4* expression at the later phase of T-cell activation.

**Fig. 1:**
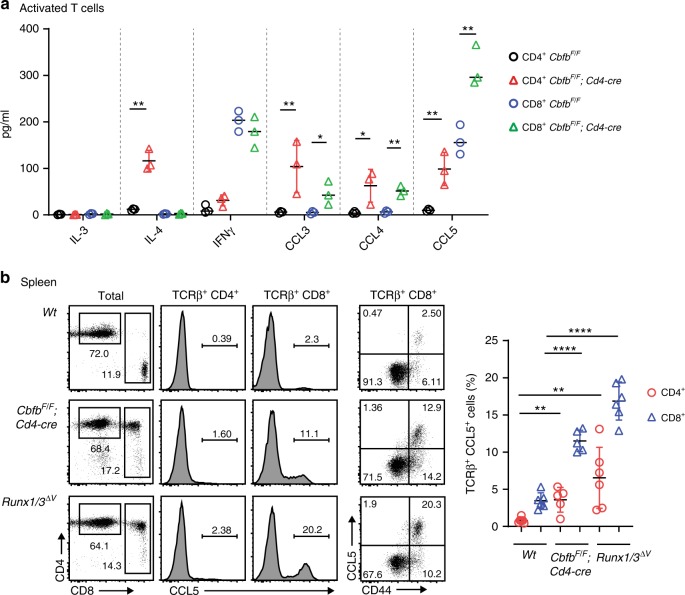
*Ccl5* expression from T cells is repressed by RUNX/CBFβ complexes. **a** Expression profiles assessed by ELISA of CCL3, CCL4, and CCL5 and the selected cytokines IL-3, IL-4, and IFNγ in supernatants of in vitro-stimulated CD4^+^ and CD8^+^ T cells at 5 days after stimulation. A summary of three independent measurements on three mice (with their genotypes indicated) are shown. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, **p < 0.01. **b** Flow cytometry analysis of total splenocytes and splenic TCRβ^+^ T cells in mice with their genotypes indicated. One representative profile of the CCL5 expression is shown in the histograms and dot plots. Numbers in the dot plots indicate the percentage of cells in each quadrant. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: **p < 0.01, ****p < 0.0001. Source data are provided as a Source Data file.

CCL5 is a unique inflammatory chemokine with regard to its homeostatic expression in memory T and NK cells during steady states^6,7^. Indeed, we observed the CCL5 expression in T cells, specifically CD44^+^ memory T cells, as well as TCRβ^−^ non-T cells, in wild-type mice by flow cytometry (Supplementary Fig. 1c). Because RUNX/CBFβ complexes are crucial for *Cd4* gene silencing in CD8^+^ lineage T cells^28^ by recruiting transducin-like enhancer (TLE) of split corepressor family proteins through the C-terminal VWRPY penta-peptide motif in RUNX proteins^29^, CD8^+^ T cells emerge as CD4^+^CD8^+^ T cells in *Cbfb*^*F/F*^;*Cd4-Cre* mice and *Runx1/3*^*ΔV/ΔV*^ mice lacking the VWRPY-motif in both RUNX1 and RUNX3 proteins^30^. In such CD4^+^CD8^+^ T cells, the percentage of CCL5^+^ cells in the CD44^+^ population was over fivefold higher than in control cells (Fig. 1b). In addition, the ectopic CCL5 expression was induced in CD4^+^CD8^−^ T cells of those *Runx* mutant mice (Fig. 1b). *Runx1/3*^*ΔV/ΔV*^ mice also exhibited elevated CC chemokine secretion after in vitro stimulation (Supplementary Fig. 2a) as was observed in the activated T cells of *Cbfb*^*F/F*^;*Cd4-Cre* mice (Supplementary Fig. 1b). The greater secretion of CC chemokines from CD4^+^ T cells in *Runx3*^*ΔV/ΔV*^ mice than those of *Runx1*^*ΔV/ΔV*^ mice, albeit at lower levels than those from *Runx1/3*^*ΔV/ΔV*^ cells, indicates that RUNX3 plays a dominant role in suppressing CC chemokines, as well as the functional redundancy between RUNX1 and RUNX3 (Supplementary Fig. 2b). These observations demonstrate that RUNX/CBFβ complexes play a crucial role in regulating stage- and cell-type specific expression of the CC chemokine genes, *Ccl3/4/5*.

### A proximal enhancer regulates homeostatic *Ccl5* expression

In order to understand the molecular mechanisms by which RUNX/CBFβ complexes suppress CC chemokine genes, we examined whether and where RUNX/CBFβ complexes associate around the *Ccl3/4/5* cluster on chromosome 11 by performing chromatin immune precipitation combined with deep-sequencing (ChIP-seq) using an anti-CBFβ antibody in splenic CD4^+^ and CD8^+^ T cells. ChIP-seq identified two genomic regions bound by RUNX/CBFβ, one at 5 kb upstream from the *Ccl5* transcription start site (TSS), which is referred to as *Ccl5-RBR* (RUNX bound region), and the other at 7 kb downstream of the 3′UTR of the *Ccl3* gene (Fig. 2a). Histone modifications, H3K4me1 and H3K27Ac, which are well-known markers for transcriptional enhancers, had accumulated in these regions (Fig. 2a), indicating that both regions have the potential to function as transcriptional enhancers. Consistent with the expression levels of CCL5, open chromatin structures of these regions analyzed by ATAC-seq are more pronounced in CD8^+^ T cells than CD4^+^ T cells (Fig. 2a). Interestingly, *Ccl5-RBR* is very well conserved between species (Supplementary Fig. 3c) and RUNX recognition sequences (RRSs; 5′-PuACCPuCA-3′) are clearly identified in *Ccl5-RBR* (Supplementary Fig. 3a, b). On the other hand, typical RRSs are not present in the RUNX/CBFβ ChIP-seq peak near *Ccl3* locus, suggesting that this peak could be resulted from indirect association of RUNX/CBFβ. As a note, the promoter region (±200 bp of TSS) of *Ccl5* also does not contain RRSs and does not have the peak signal in RUNX/CBFβ ChIP-seq.

**Fig. 2:**
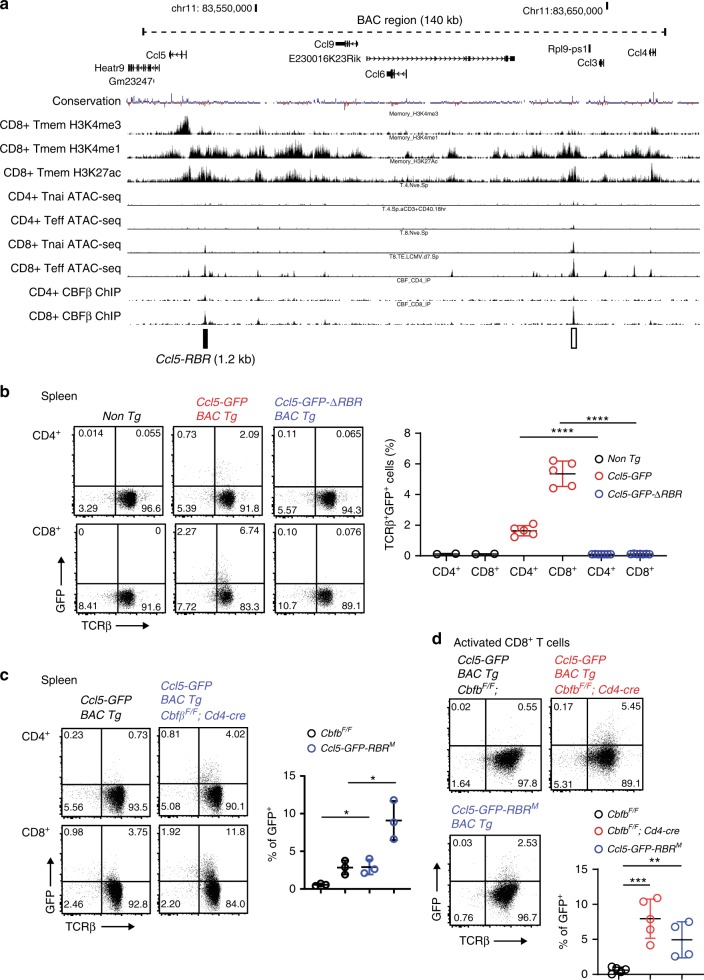
*Ccl5* expression is regulated by two stage-specific enhancers. **a** CBFβ ChIP-seq tracks in splenic total CD4^+^ and CD8^+^ T cells at one of the two CC chemokine clusters in which *Ccl5* is located on chromosome 11. ATAC-seq tracks in naïve (Tnai) and effector (Teff) T cells and histone mark ChIP-seq tracks in memory CD8^+^ (Tmem) T cells obtained from public database are also indicated. Two significant CBFβ ChIP-seq peaks are indicated by rectangles, one of which (near *Ccl5*) is denoted as *Ccl5-RBR*. *Ccl5-RBR* has a 0.2 kb core enhancer region denoted as *Ccl5-PE* that harbors two Runx recognition sequences (RRSs). The genome region included in the BAC transgene construction is indicated by a dotted line. CBFβ ChIP-seq data are representative of two independent experiments. **b** Representative dot plots showing GFP expression in splenocytes of F0 transgenic founders. A *Ccl5-GFP* BAC transgene was constructed by replacing *Ccl5* with *eGFP*. In the *Ccl5-GFP-ΔRBR* BAC transgene, a 1.2 kb RUNX binding region (RBR) near *Ccl5* (*Ccl5-RBR*) was removed from the *Ccl5-GFP* BAC transgene. The graph on the right shows a summary of frequencies of GFP^+^ cells in splenic T cells of each F0 transgenic founder. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ****p < 0.0001. **c** Representative dot plots show representative GFP expression in spleen T cells of the *Ccl5-GFP* BAC transgenic founders in the presence or absence of RRSs. Numbers in the dot plots indicate the percentage of cells in each quadrant. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05. **d** Representative dot plots showing GFP expression in activated CD8^+^ T cells. The left and right plots are of the *Ccl5-GFP* BAC transgenic founder in the presence and absence of CBFβ, respectively. The bottom plot shows the GFP expression in one representative F0 founder line of the *Ccl5-GFP*-*RBR*^*M*^ BAC transgene, in which two RUNX recognition sequences (RRSs) within the *Ccl5-RBR* are mutated. The graph shows a summary of the frequencies of GFP^+^ cells in activated CD8^+^ T cells. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

To characterize the *Ccl5-RBR* region in more detail, we constructed a BAC transgene (Tg) that encompasses a 140 kb fragment, including the entire *Ccl3/4/5/6/9* gene cluster (Fig. 2a and Supplementary Fig. 3d). The BAC Tg constructs have an *eGFP* replacement with the *Ccl5* coding region in the presence (*Ccl5-GFP* BAC) or absence (*Ccl5-GFP*-*ΔRBR* BAC) of a 1.2 kb *Ccl5-RBR* (Supplementary Fig. 3d). In four out of five F0 founders that were generated with the control *Ccl5-GFP* BAC construct, we detected reporter *GFP* expression in non-T cells and T cells (Fig. 2b) at a comparable frequency as that of endogenous *Ccl5* expression as assessed by an anti-CCL5 antibody (Fig. 1b). In sharp contrast, *GFP* expression was not detected, or was very low, in all seven F0 founders that were generated using the *Ccl5-GFP-ΔRBR* BAC construct (Fig. 2b). However, we noticed that GFP expression in the *Ccl5-GFP* is lost after in vitro activation (Fig. 2d). These observations not only indicate that *Ccl5-RBR* is probably the main enhancer that controls homeostatic *Ccl5* expression in T cells during the steady state, but also that other genomic region(s) outside the region contained within the BAC construct must be involved in the induction of *Ccl5* for activated CD8^+^ T cells.

To ascertain whether and how RUNX complexes regulate *Ccl5-RBR* function, we monitored GFP expression in one representative *Ccl5-GFP* BAC Tg line in the absence of CBFβ expression by crossing with *Cbfb*^*F/F*^;*Cd4-Cre* mice. While CD4^+^ T cells of BAC tg lines does not show appreciable amounts of GFP after activation, we observed an increase in GFP-expressing cells without CBFβ expression by *Cd4-cre* (Fig. 2c), which is consistent with the higher endogenous *Ccl5* expression observed in the *Cbfb*^*F/F*^;*Cd4-Cre* mice (Fig. 1b). Interestingly, GFP expression in *Ccl5-GFP* BAC Tg was induced also by activated CD8^+^ T cells upon the loss of CBFβ (Fig. 2d). Moreover, when two RRSs in *Ccl5* proximal enhancer (*Ccl5-PE*) in the BAC Tg construct were mutated to inhibit RUNX/CBFβ binding (*Ccl5-GFP-RBR*^*M*^ BAC Tg) (Supplementary Fig. 3d), GFP expression was induced by activated CD8^+^ T cells (Fig. 2d). These observations clearly indicate that the enhancer activity as well as its stage specificity of *Ccl5-RBR* is suppressed by the direct binding of RUNX/CBFβ.

Our results highlighted that an additional regulatory region(s) is necessary to induce the *Ccl5* expression from activated CD8^+^ T cells (Fig. 2d), in addition to the requirement of *Ccl5-RBR* during the steady state. Since this unknown enhancer element associated with activated status must be located outside of the 140 kb region inserted in the *Ccl5-GFP* BAC Tg construct, *Ccl5-RBR* is hereafter referred to as the *Ccl5* proximal enhancer (*Ccl5-PE)*, and the putative additional region(s) responsible for *Ccl5* induction in activated cells as the *Ccl5* distal enhancer (*Ccl5-DE*). In order to examine the physiological role that *Ccl5-PE* plays in regulating *Ccl5* expression, we generated a mutant mouse line in which the central 185 bp conserved element containing two RRSs is removed from the murine *Ccl5* locus by Crispr/Cas9-mediated genome editing (Fig. 3a). The homeostatic CCL5 expression in both T cells and non-T cells was lost upon removal of *Ccl5-PE* (*Ccl5*^*ΔPE/ΔPE*^ mice) (Fig. 3b), confirming that *Ccl5-PE* is the main component responsible for the enhancer activity of *Ccl5-RBR*. Also, in non-αβT cell population, we confirmed that both NK and γδT cells express homeostatic CCL5 and that the CCL5 expression in these cells was lost due to the lack of *Ccl5-PE* (Fig. 3c). NKT cells did not express CCL5 during the steady state (Supplementary Fig. 3e). In sharp contrast, the *Ccl5* expression in in vitro-activated CD8^+^ T cells was similar between *Ccl5*^*+/+*^ and *Ccl5*^*ΔPE/ΔPE*^ mice (Fig. 3d). This highlights an essential requirement for the presence of *Ccl5-DE* in activated cells, which was suggested by the loss of GFP signals from T cells of *Ccl5-GFP* BAC Tg after activation (Fig. 2d). In *Ccl5*^*ΔPE/ΔPE*^*; Cbfβ*^*F/F*^*; Cd4-cre* mice, the percentage of CCL5-expressing T cells was restored to a similar level as that in control *Ccl5*^*+/+*^ cells (Fig. 3b). Although CBFβ-deficiency did not have a significant impact on CCL5 induction from the *Ccl5*^*ΔPE*^ allele in activated CD8^+^ T cells (Tc condition), the CCL5 expression in activated CD4^+^ T cells (Th0 condition) was still increased by the loss of CBFβ (Fig. 3d). Therefore, even if *Ccl5* expression is controlled independently of *Ccl5-PE*, the loss of RUNX/CBFβ causes aberrant *Ccl5* expression in ex vivo CD8^+^ T cells and activated CD4^+^ T cells. These observations suggest that both the stage- and cell-type specificities of putative *Ccl5-DE* activity are also restrained by RUNX/CBFβ complexes.

**Fig. 3:**
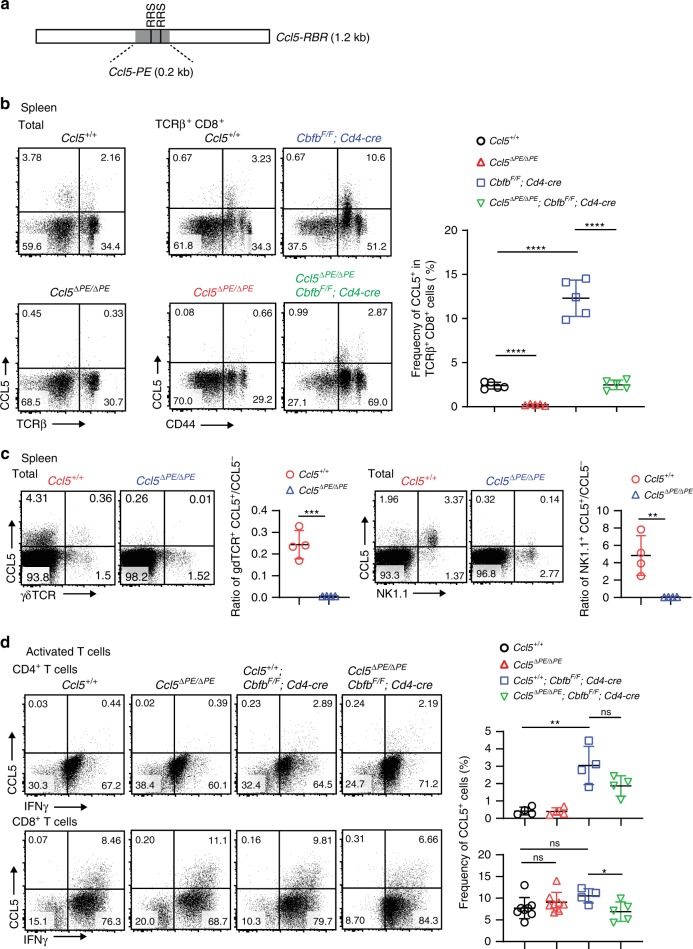
*Ccl5* proximal enhancer regulates homeostatic CCL5 expression. **a** A schematic representation of 0.2 kb *Ccl5-PE* in relation to 1.2 kb *Ccl5-RBR* (RUNX binding region). Two RRSs (RUNX recognition sites) within *Ccl5-PE* are shown as vertical lines. **b** Representative dot plots showing CCL5 expression in total and TCRβ^+^ splenocytes of mice with the indicated genotypes. In the *Ccl5*^*ΔPE*^ allele, a 185 bp core region in the 1.2 kb *Ccl5-RBR* region was deleted. The graph shows a summary of the frequencies of CCL5^+^ cells in splenic TCRβ^+^ T cells. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ****p < 0.0001. **c** Representative dot plots of the CCL5 expression in γδ T and NK cells are shown with a summary graph that depicts the ratio of CCL5^+^ to CCL5^−^ in each cell type. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: **p < 0.01, ***p < 0.001. **d** Representative dot plots showing CCL5 expression in activated CD4^+^ T cells and activated CD8^+^ T cells at 5 days after in vitro stimulation. The graph shows a summary of the frequencies of CCL5^+^ cells in those cells. Numbers in the dot plots indicate the percentage of cells in each quadrant. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, **p < 0.01, ns nonsignificant. Source data are provided as a Source Data file.

### A distal enhancer regulates inducible *Ccl5* expression

Our results predict three features of the putative *Ccl5-DE*: (1) it is located outside of the 140 kb region inserted in the *Ccl5-GFP* BAC Tg construct, (2) it should be associated with RUNX/CBFβ complexes, and (3) it should interact with the *Ccl5* promoter in activated T cells. In order to screen genomic regions that interact with the *Ccl5* promoter in an unbiased manner, we utilized a technology designated as enChIP (engineered DNA-binding molecule-mediated chromatin immunoprecipitation), which enabled us to target an epitope-tagged dCas9 (dead Cas9 lacking endonuclease activity) to genomic regions of interest (the *Ccl5* promoter in our case) via a single-guide RNA (gRNA) (Fig. 4a and “Methods”). A regular chromatin immunoprecipitation (ChIP) with an anti-epitope antibody after fixation, followed by sequencing, should detect interactions between genomic regions. We chose T-cell line 2B4 because it upregulated CCL5 expression after PMA/ionomycin stimulation; and selected a gRNA at 400 bp upstream from the *Ccl5* TSS that did not interfere with *Ccl5* promoter activity after stimulation (Supplementary Fig. 4a). After establishing a 2B4 subline expressing 3xFlag-dCas9 and gRNA using retroviral vector expression systems, we performed enChIP-seq and detected 34 genomic regions on chromosome 11 that may interact with the *Ccl5* promoter (Supplementary Fig. 4b). In order to narrow down candidates for the *Ccl5-DE* enhancer, we focused on enChIP-seq peaks that were co-bound by RUNX/CBFβ complexes. Of the 17 enChIP peaks that were near RUNX ChIP-seq peaks on chromosome 11, the closest enChIP peak to the *Ccl5* promoter was located 1.35 Mb downstream (Supplementary Fig. 4b). Interestingly, this region corresponded to one of four regions that interacted with the *Ccl5* locus as detected by an Hi-C approach using Th1 cells (Supplementary Fig. 4b), and was close to another CC chemokine gene cluster (*Ccl1/2/7/8/11/12*) (Supplementary Fig. 4b). In addition, epigenetic characteristics of the functional enhancers, such as open chromatin structures (as detected by ATAC-seq) and an accumulation of H3K4me1 and H3K27Ac enhancer-related histone modifications (as detected by ChIP-seq), were observed in this region (Fig. 4b), prompting us to investigate the interaction between this region and the *Ccl5* promoter in primary T cells using a Chromatin Confirmation Capture (3C) assay^31^. We designed the anchor primer (AP) in a region near the *Ccl5* promoter and two primers (S1 and S2) in regions near the potential *Ccl5-DE*, as well as an additional primer (S3) as a negative control (Fig. 4c). AP-S1 and AP-S2 primer pairs, but not the AP-S3 pair, produced significant amplicon signals (sequences confirmed) specifically in activated CD8^+^ T cells, while there were only weak signals from activated CD4^+^ T cells and ex vivo unstimulated T cells (Fig. 4c left panel). Therefore, our 3C assay confirmed that a long-range chromatin interaction between the *Ccl5* promoter and the *Ccl5-DE* candidate region is formed specifically in primary activated T cells in vivo, in which the distal enhancer exhibits its activity.

**Fig. 4:**
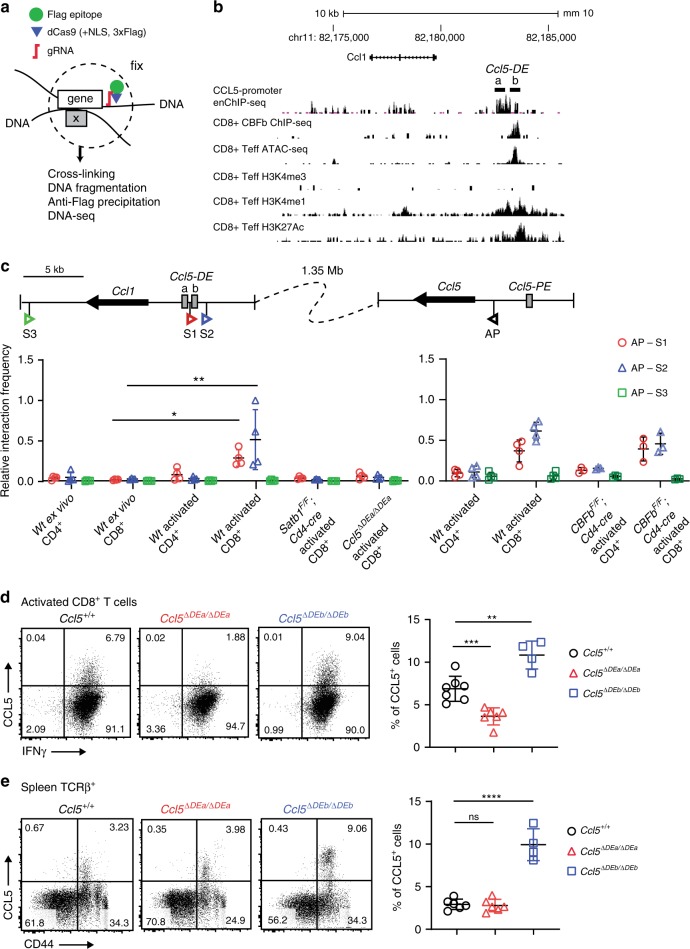
Identification of the *Ccl5 distal enhancer* by enChIP. **a** Schematic representation of a principle of enChIP (engineered DNA-binding molecule-mediated chromatin immunoprecipitation.). Briefly, dCas9 (dead Cas9)-tagged with Flag epitopes is guided to a specific genome region of interest by a single gRNA (guide RNA). After fixation to capture the chromatin around the genome region of interest, regular ChIP using an anti-Flag antibody followed by sequencing enabled us to identify interacting genomic regions. **b** An enChIP-seq track in a stimulated 2B4 mouse T-cell line expressing CCL5 and a CBFβ ChIP-seq track in CD8^+^ T cells are shown with ATAC-seq tracks and histone mark ChIP-seq tracks. Peaks of enChIP and CBFβ ChIP-seq in the *Ccl5-DE* region are shown as *Ccl5-DEa* and *Ccl5-DEb*, respectively. **c** The 3C assay was performed to validate the interaction between the *Ccl5* promoter and *Ccl5-DE*. Schematic representation (top) indicates the positions of primers (S1, S2, and S3) and an anchor primer (AP) with arrowheads and *Ccl1* and *Ccl5* with thick arrows. Gray boxes indicate *Ccl5* enhancer elements. 3C assays using these three pairs of primers were performed on the cell subsets indicated. Error bars indicate Mean ± SD and each dot represents one replicate examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, **p < 0.01. Representative dot plots show CCL5 expression in activated CD8^+^ T cells cultured in Tc conditions for 5 days (**d**) and in TCRβ^+^ splenocytes (**e**) of mice with their genotypes indicated. In the *Ccl5*^*ΔDEa*^ and *Ccl5*^*ΔDEb*^ alleles, a 512-bp core region of the *Ccl5-DEa* and a 399-bp region of the CBFβ ChIP-seq peak were deleted, respectively, by Crispr/Cas9 genome editing. Graphs on the right are summaries of the frequencies of CCL5^+^ cells. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: **p < 0.01, ***p < 0.001, ****p < 0.0001, ns nonsignificant. Source data are provided as a Source Data file.

The locations of the enChIP-seq peak and the CBFβ ChIP-seq peak, which we referred to as *Ccl5-DEa* and *Ccl5-DEb* elements respectively, differ slightly (Fig. 4b). While the *Ccl5-DEa* lacks RSS, there are two RSSs within the *Ccl5-DEb* (Supplementary Fig. 4c). In order to examine functions of these two elements, we designed gRNAs to separately remove them by Crispr/Cas9 genome editing to investigate their functions. Upon the removal of *Ccl5-DEa (Ccl5*^*ΔDEa/ΔDEa*^ mice*)*, *Ccl5* expression in activated CD8^+^ T cells was significantly reduced (Fig. 4d), while its expression in CD44^+^ T cells during the steady state was unaffected (Fig. 4e). In contrast, *Ccl5* expression in both activated CD8^+^ and CD44^+^ memory T cells was increased by the loss of *Ccl5-DEb* (*Ccl5*^*ΔDEb/ΔDEb*^ mice) (Fig. 4d, e). These observations confirm that *Ccl5-DE* is composed of two distinct elements: one (*Ccl5-DEa*) acting as an enhancer for *Ccl5* induction in activated T cells and the other (*Ccl5-DEb*) serving as a platform for RUNX/CBFβ-associated negative regulation. Since the main enhancer activity is embedded within the *DEa* element, we hereafter refer to *Ccl5-DEa* as just *Ccl5-DE* and refer to *Ccl5*^*ΔDEa/ΔDEa*^ mice as *Ccl5*^*ΔDE/ΔDE*^ mice. There were no changes in CC chemokine expression on chromosome 11 by the removal of *Ccl5-DE*, other than CCL5 in CD8^+^ T cells 5 days after activation (Supplementary Fig. 4d), indicating that the activity of *Ccl5-DE* in activated states is restricted to the regulation of *Ccl5* at far distance.

Next, we investigated how such a long-range chromatin looping between the *Ccl5* promoter and *Ccl5-DE* is formed. Several nuclear proteins including CTCF, cohesin, and lamin have been shown to be involved in the formation of a long-range chromatin interaction^32^. Special AT-rich binding protein (SATB1) is another protein that has been previously characterized as a genome organizer^33,34^. SATB1 regulates gene expression by folding chromatin into loops, bringing distal genomic loci into close proximity^35,36^, and interacting with RUNX/CBFβ complexes^37^. SATB1 ChIP-seq in CD4^+^ T cells detected an SATB1 association in the *Ccl5-DE* region (Fig. 5a), and ChIP-qPCR detected an SATB1 association with *Ccl5-DE*, but not with *Ccl5-PE*, in CD8^+^ T cells (Fig. 5b). In order to examine physiological roles that SATB1 plays in *Ccl5* regulation, we stimulated SATB1-deficient CD8^+^ T cells prepared from *Satb1*^*F/F*^*;Cd4-cre* mice and found that the percentage of *Ccl5*-expressing cells had decreased by fivefold to that in control cells because of the loss of SATB1, while IFNγ expression was similar in the two cells (Fig. 5c). In line with this finding, DNA looping between the *Ccl5* promoter and *Ccl5-DE* was not detected in SATB1-deficient activated CD8^+^ T cells (Fig. 4c). On the other hand, CBFβ deficiency did not affect the looping (Fig. 4c, right panel). It is noteworthy that this long-range DNA looping formation depended upon *Ccl5-DE* (Fig. 4c). Taken together, these observations indicate that SATB1 plays an essential role in inducing *Ccl5* upon CD8^+^ T-cell activation and that an SATB1-mediated long-range DNA interaction between *Ccl5* promoter and the *Ccl5-DE* probably underlies *Ccl5* induction in these cells. Homeostatic CCL5 expression in CD44^+^ CD8^+^ T cells was rather increased from 0.17 to 0.28 (the ratio of CCL5^+^CD44^+^ divided by CCL5^−^CD44^+^) due to the SATB1-deficiency (Fig. 5d), suggesting that the short-range interaction between the *Ccl5* promoter and *Ccl5-PE* is likely to be independent of SATB1.

**Fig. 5:**
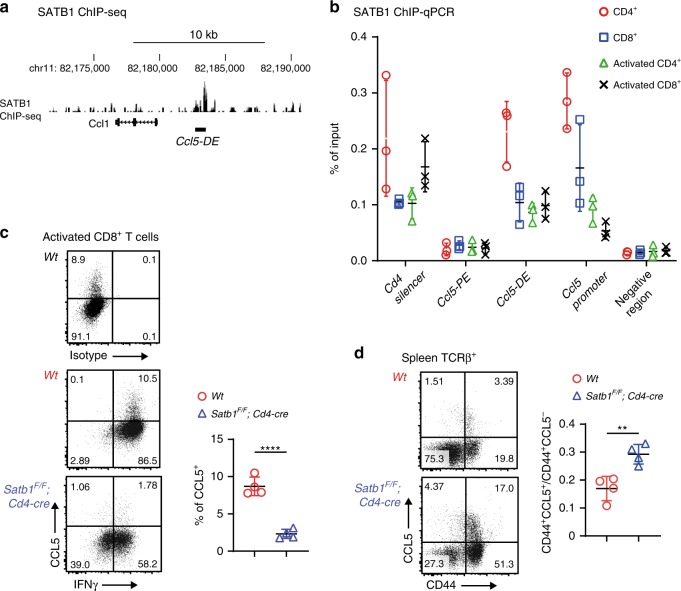
*Ccl5distal enhancer* (*DE*) regulates *Ccl5* induction in activated T cells by the help of SATB1. **a** An SATB1 ChIP-seq track in peripheral CD4^+^ T cells using GSE90635 around *Ccl5-DE*. **b** Summary of three SATB1 ChIP-qPCRs using spleen and activated CD4^+^ and CD8^+^ T cells from three mice per group. The *Cd4* silencer region was included as a positive control for SATB1 binding. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. **c** Representative dot plots showing CCL5 and INFγ expression in control and SATB1-deficient activated CD8^+^ T cells at 5 days after in vitro simulation with a summary graph. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ****p < 0.0001. **d** Dot plots showing CCL5 expression in TCRβ^+^ T cells of *Wt* and *Satb1*^*F/F*^*;Cd4-cre* mice. One representative plot of multiple independent experiments. Numbers in the dot plots indicate the percentage of cells in each quadrant. Error bars indicate Mean ± SD and each dot represents a mouse. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ****p < 0.0001, **p < 0.01. Source data are provided as a Source Data file.

### Homeostatic CCL5 regulates properties of local immune cells

Since we have established *Ccl5-PE* and *-DE* deficient mouse lines that can provide the specific loss of homeostatic and activation-induced CCL5 expression, respectively, we examined the physiological relevance of CCL5 expression at two distinct phases. Even though Trm T-cell populations in peripheral nonimmune tissues such as human vagina and mouse skins have been already reported to be reduced by the treatment of anti-CCL5 antibody^9,10^, it is not known whether CCL5 plays the similar functions in other tissues such as lungs and which homeostatic or induced CCL5 expression is important to maintain tissue-resident cells. Interestingly, the total numbers of lung Trm T cells identified as CD45^+^TCRβ^+^CD44^+^ were similar in the three mouse lines of WT, *Ccl5*^*ΔPE/ΔPE*^, and *Ccl5*^*ΔDE/ΔDE*^. However, the proportion of CD44^+^ T cells with the CD69^+^ phenotype had significantly increased in *Ccl5*^*ΔPE/ΔPE*^ and to a lesser extent in *Ccl5*^*ΔDE/ΔDE*^ mice (Fig. 6a, b). The specific increase of lung CD69^+^ Trm T-cell subset by the loss of CCL5 suggests that Trm T-cell populations in the mouse lung are maintained in a manner different from that in the human vagina and mouse skins. Furthermore, as intracellular signaling from CD69 has recently been shown to affect the functional signatures of Trm T cells^38^, the specific increase of CD69^+^ Trm T-cell subset in the lung microenvironment by the loss of CCL5 might affect the total functionality of the lung Trm T-cell population.

**Fig. 6:**
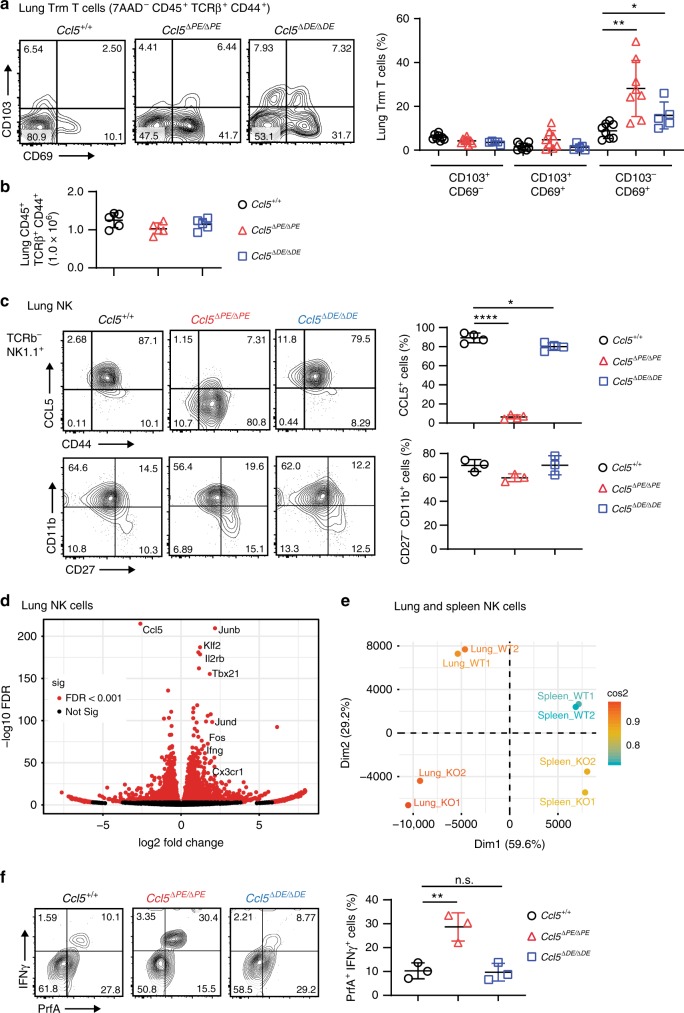
Activation status of lung Trm T- and NK-cell components are affected by the loss of homeostatic CCL5 expression. **a** Contour plots show CD69 and CD103 expression in lung Trm T cells, defined as CD45^+^ NK1.1^−^ TCRβ^+^ CD44^+^ cells, of mice of the indicated genotypes. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, **p < 0.01. **b** The summary graph gives a summary of the number of Trm T cells. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. **c** Contour plots show CCL5 expression (upper panel) and developmental status indicated by CD11b and CD27 expression (bottom panel) in the lung NK cells of mice of the indicated genotypes. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, ****p < 0.0001. **d** Volcano plot of RNA-seq by using lung NK cells. Selected genes are indicated by text labels. **e** Principal component analysis (PCA) of RNA-seq by using NK cells sorted from lung and spleen of mice with the indicated genotypes (KO indicates *Ccl5*^*ΔPE/ΔPE*^ mice). **f** Purified NK cells were cocultured with B16-F10 for overnight before intracellular staining with IFNγ and perforin to examine NK cytotoxicity. NK cells were defined as CD45^+^NK1.1^+^. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, **p < 0.01, ****p < 0.0001, ns nonsignificant. Source data are provided as a Source Data file.

Compared with CCL5 expression only in a limited percentage of T cells, most of the NK cells express CCL5 (Figs. 3c and 6c) and reside in both immune tissues (such as spleen) and nonimmune tissues (such as lung), at the latter they play important roles in regulating local immunity. Lung NK cells also depend on the *Ccl5-PE* for the expression of CCL5 during the steady state. (Fig. 6c, upper panel) and appear to be normally matured as examined by the staining of CD11b and CD27 (Fig. 6c, bottom panel). We thereby next compared functional status of lung NK cells in the absence of *Ccl5-PE* by RNA-seq. 

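RNA from NK cells sorted from lung and spleen was sequenced in 8 libraries, 2 for each combination of organ and genotype, with reads of 50 bp. The genotypes were *Wt* and *Ccl5* ΔPE/ΔPE (KO), in which the proximal enhancer *Ccl5-PE* is deleted. The authors aligned the reads to the mouse genome (mm10) with HISAT2, counted reads on genes with HTSeq, and deposited the read counts for each gene symbol without normalization. In lung, 8444054 and 3992951 reads were counted on genes in the *Wt* libraries, and 4783978 and 7196662 in the KO libraries. In spleen, these totals were 3882458 and 8299635 in *Wt*, and 3132963 and 26482366 in KO. At these depths, the floor of 3 reads corresponded to between 0.113 and 0.958 CPM (reads scaled to a common library total), a limit that covers counting error only. Library sizes were scaled by edgeR's TMM method, whose factors lay between 0.954 and 1.03. Of the 48321 gene symbols listed, 12595 passed edgeR's filter on low counts and were tested. All 8 libraries entered 1 model with a mean for each of the 4 groups, and groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. The libraries of a group differed by little more than sampling noise. The variance between replicate libraries was 1.42 times that expected from counting alone in lung *Wt*, 1.20 in lung KO, 1.37 in spleen *Wt* and 1.39 in spleen KO. The common biological coefficient of variation was 2.50%. The paper's text does not say whether the 2 libraries of a group came from separate mice, so n counts libraries. Replicate numbers 1 and 2 are shared by the groups. Across the 5103 genes with a mean log2 CPM above 5, the deviations of equally numbered *Wt* and KO libraries had a correlation of 0.169 in spleen and -0.0139 in lung, and for the counts of changed genes, the main single genes and several other results, values with replicate number as a block are given as well.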

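*Ccl5* (ENSMUSG00000035042) lies on the minus strand of chromosome 11 of GRCm38 from 83525778 to 83530518. In lung NK cells, it was counted at 18934 ± 826 CPM (SD, n = 2 libraries) in *Wt* and at 3094 ± 143 CPM (SD, n = 2) in KO, which was 16.3% of the *Wt* mean. The log2 fold change was -2.61 (standard error 0.04, adjusted p = 2.3e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By p, *Ccl5* ranked 1 among all genes tested in lung. With replicate number as a block, its log2 fold change was -2.61 (adjusted p = 6.0e-223 from the same edgeR test). Removing a trend with GC content from each library moved the log2 fold change most, to -2.76, and scaling by library totals gave -2.52. With each library left out in turn, it stayed between -2.66 and -2.56. The next gene by p among those lower in KO was *Klra13-ps*, whose log2 fold change was -0.84 (standard error 0.04, adjusted p = 5.9e-21 from edgeR's quasi-likelihood test).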

As expected, CCL5 was the most significantly downregulated gene in lung NK cells of *Ccl5-PE* knockout mice (Fig. 6d). 

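At a false discovery rate (FDR) of 0.001, the threshold drawn in Fig. 6d, 4131 of the genes tested in lung NK cells differed between KO and *Wt*. They made up 32.8% of the genes tested, and 2240 were higher and 1891 lower in KO. At an FDR of 0.05, 7000 genes differed (55.6%), of which 3674 were higher and 3326 lower. Replicate number as a block gave 4478 genes at 0.001 and 7012 at 0.05. Scaling by library totals raised the share of higher genes among those that differed at 0.001 from 54.2% to 66.6%. Removing the GC trend of each library turned the majority round, to 1979 higher and 2039 lower at 0.001 (49.3% higher) and 3332 higher and 3492 lower at 0.05. These counts rest on the narrow spread between the libraries of a group. When every gene was given a biological coefficient of variation of 0.2 in place of the estimated one, 548 genes (4.35%) passed 0.001 and 1557 passed 0.05. Of the 548, 396 were higher and 152 lower (72.3% higher), a larger shift of the balance than with library totals. DESeq2 in place of edgeR gave 2116 genes (16.8%) at 0.001 and 4507 at 0.05. An exact test without any dispersion gave the highest share at 0.001, 40.3%. Among genes whose KO libraries both lay on the same side of both *Wt* libraries, those with the smallest p included genes with a log2 fold change of 1.10 for *Rsrp1*, -1.10 for *Rock1*, -0.75 for *mt-Cytb* and -0.78 for *Sept2*. *Vps37b* changed more, by a log2 fold change of 1.83. The adjusted p of these 5 genes lay between 7.7e-23 and 5.4e-19 (edgeR's quasi-likelihood test).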

In the lung NK cells, around two-thirds of total mRNAs were either increased or decreased by the absence of *Ccl5-PE*, indicating that the lack of homeostatic CCL5 expression dramatically changes gene expression signatures in lung NK cells (Fig. 6d). 

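Principal components were computed from log2 CPM of the genes tested, with each gene centred. The first component held 49.0% of the variance and the second 26.4%. On the first component, the 4 lung libraries scored between -59.8 and -26.0, and the 4 spleen libraries between 34.8 and 51.8. The second component parted lung KO and spleen *Wt* (16.5 to 45.3) from lung *Wt* and spleen KO (-33.7 to -25.3). Over all genes tested, the distance between the means of the lung and spleen libraries was 110.2 in *Wt* and 105 in KO. The distance between the replicate libraries of a group lay between 36.0 and 40.1. In *Wt*, 7185 genes differed between lung and spleen at an FDR of 0.05, and in KO 8259 did. With replicate number as a block, these counts were 6943 and 8049. For the 500 most variable genes, the first component held 67.4%, the largest shift among the settings that correct for depth. From CPM without a logarithm, the first component held 59.7% of the variance and the second 29.3%. On that scale, the first component parted *Wt* from KO libraries, not lung from spleen, and *Ccl5* alone held 92.1% of its squared loadings. With each gene of log2 CPM scaled to unit variance, the first component parted neither the organs nor the genotypes. It parted the lung KO and spleen *Wt* libraries from the lung *Wt* and spleen KO libraries. Its scores were -23.0 and -14.4 in lung *Wt*, 78.7 and 76.9 in lung KO, 31.9 and 31.8 in spleen *Wt*, and -98.2 and -83.8 in spleen KO. There, the second component parted lung (-99.8 to 4.74) from spleen (37.3 to 55.6).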

The principle component assay of RNA-seq results obtained from lung and spleen NK cells indicated that splenic NK cells are distinct from lung NK cells (Fig. 6e). This is consistent with previous reports that NK cells show organ-specific mRNA signatures^39,40^. Interestingly, our results further suggest that the difference of lung NK cells between *Wt* and *Ccl5-PE* knockout mice is more significant than those in spleen NK cells (Fig. 6e). 

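In spleen NK cells, 4388 genes differed between KO and *Wt* at an FDR of 0.001 and 7195 at 0.05, both more than in lung. With replicate number as a block, the counts in spleen were 4870 and 7298, again above those in lung with the same block. DESeq2 gave the other order, with 2116 genes in lung and 1929 in spleen at 0.001, and 4507 and 4165 at 0.05. So did an assumed biological coefficient of variation of 0.1, with 1844 and 1468 at 0.001, and of 0.2, with 548 and 342. By distance, too, lung came first. The distance between the means of the *Wt* and KO libraries in log2 CPM was 90.5 in lung and 76.9 in spleen, a ratio of 1.18. The other ways of dividing the 4 libraries of an organ into 2 pairs gave distances of 26.7 and 27.0 in lung and of 28.1 and 27.5 in spleen. With 2 libraries against 2, an exact permutation test can give no p below 0.333. The ratio was 1.08 for CPM without a logarithm and 1.49 for the 500 most variable genes, and with each library left out in turn it lay between 1.07 and 1.24. For raw counts, which depend on depth, it was 0.276. The difference in the KO effect between the organs was tested directly. At an FDR of 0.05, it was found for 7753 genes, and for 7724 with replicate number as a block. Of the 4367 genes that differed in both organs at 0.05, 965 changed in the same direction and 3402 (77.9%) in opposite directions. The replicate block gave 1011 and 3435 (77.3%) of 4446. Across all genes tested, the log2 fold changes in lung and spleen had a Pearson correlation of -0.0873 and a Spearman correlation of -0.284, given without a p since genes are not independent replicates. With the block, they were -0.0843 and -0.275. Restricted to the 5103 genes with a mean log2 CPM above 5, the Pearson correlation was -0.521. *Ccl5* fell in both organs. In spleen, it was counted at 16172 ± 718 CPM (SD, n = 2) in *Wt* and at 2554 ± 172 CPM (SD, n = 2) in KO. Its log2 fold change there was -2.67 (standard error 0.04, adjusted p = 1.4e-35 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The difference from lung was 0.05 (standard error 0.06, adjusted p = 0.416 from the same edgeR test). With the GC trend removed, that difference was -0.23 (adjusted p = 0.00019 from edgeR's quasi-likelihood test), and with library totals it was 0.22 (adjusted p = 0.00098 from the same edgeR test).

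**Figure D1:**
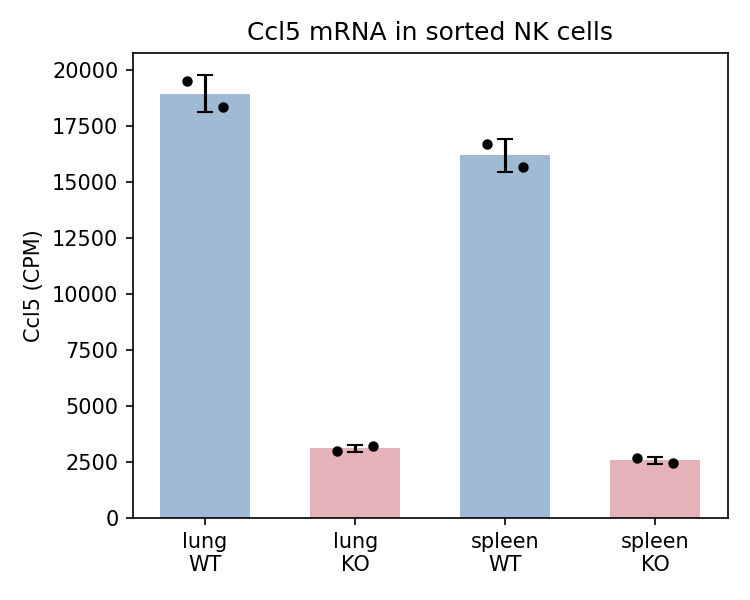
*Ccl5* mRNA in NK cells, in CPM, by organ and genotype. Bars are means, error bars the SD and points the 2 libraries of each group. In both organs, the KO libraries lie far below the *Wt* libraries.

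**Figure D2:**
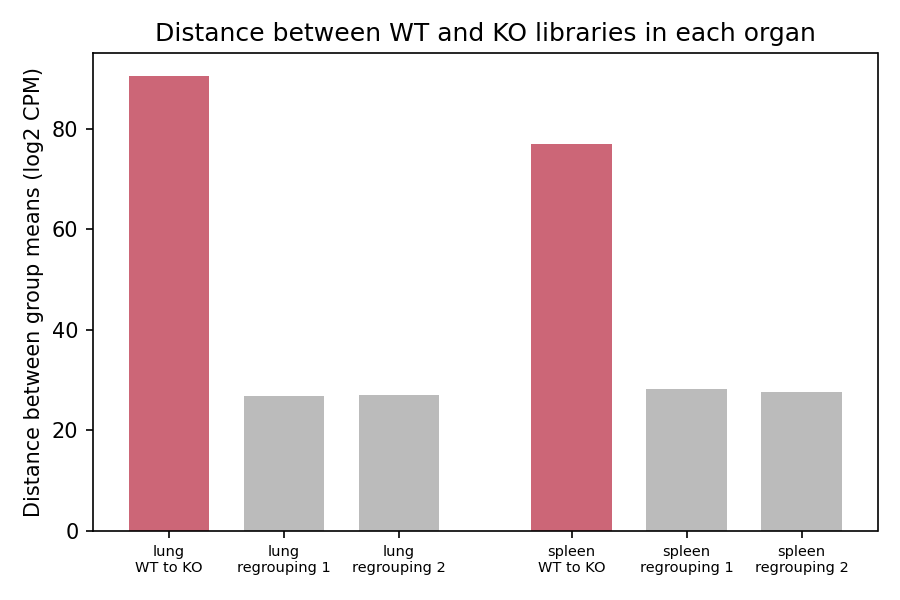
Euclidean distance between group means in log2 CPM over the genes tested, for *Wt* against KO libraries in each organ and for the 2 other ways of dividing the 4 libraries of an organ into pairs. The *Wt* to KO distance is 90.5 in lung and 76.9 in spleen, and the other divisions lie between 26.7 and 28.1.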

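*Junb* (chromosome 8, 84974484 to 84978718, GRCm38) was counted at 43.6 ± 4.2 CPM (SD, n = 2) in *Wt* lung NK cells and at 190.9 ± 2.7 CPM (SD, n = 2) in KO. Its log2 fold change in lung was 2.16 (standard error 0.07, adjusted p = 2.8e-24 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Jund* (chromosome 8, 70698949 to 70700616) rose in lung from 46.7 ± 5.9 to 155.8 ± 6.6 CPM (SD, n = 2 each), a log2 fold change of 1.69 (standard error 0.08, adjusted p = 1.7e-19 from the same edgeR test). The *Jund* counts are uncertain, since the gene *Gm11175* lies antisense to it and was itself counted at between 29 and 620 reads per library. For *Tbx21* (chromosome 11, 97098071 to 97115331), which encodes T-bet, the lung log2 fold change was 1.13 (standard error 0.04, adjusted p = 3.4e-22 from edgeR's test). For *Il2rb* (chromosome 15, 78479256 to 78495271), it was 1.21 (standard error 0.04, adjusted p = 5.2e-24 from edgeR's test). For *Fos* (chromosome 12, 85473890 to 85477273), it was 1.70 (standard error 0.09, adjusted p = 1.1e-17 from edgeR's test). With replicate number as a block, these lung log2 fold changes were 2.15 for *Junb*, 1.72 for *Jund*, 1.13 for *Tbx21*, 1.20 for *Il2rb* and 1.68 for *Fos*. *Junb*, *Jund* and *Tbx21* have a GC content of 62.6%, 67.1% and 59.3%, and across genes the KO effect in lung rose with GC content (Spearman correlation 0.289). With the GC trend of each library removed, the lung log2 fold changes were 1.74 for *Junb*, 1.17 for *Jund*, 0.80 for *Tbx21*, 1.02 for *Il2rb* and 1.58 for *Fos*. In lung, *Junb*, *Jund*, *Tbx21* and *Il2rb* stayed past an FDR of 0.05 in each setting that gave an adjusted p. So did *Fos*, which was not tested in the setting that requires at least 10 counts in every library. With an assumed biological coefficient of variation of 0.2, the largest adjusted p of the 5 genes in lung was 0.0023, for *Tbx21* (edgeR's likelihood ratio test). In spleen NK cells, *Junb* fell by 1.65, *Jund* by 1.97, *Tbx21* by 1.18 and *Il2rb* by 0.61 on the log2 scale in KO. The adjusted p of these 4 changes in spleen lay between 5.1e-22 and 1.3e-15 (edgeR's quasi-likelihood test). With an assumed coefficient of variation of 0.2, the fall of *Il2rb* in spleen did not pass 0.05 (adjusted p = 0.201 from edgeR's likelihood ratio test), while those of the other 3 did. *Fos* was counted in spleen at between 6 and 60 reads, and no change was detectable there (log2 fold change -0.21, standard error 0.29, adjusted p = 0.571 from edgeR's test).

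**Figure D3:**
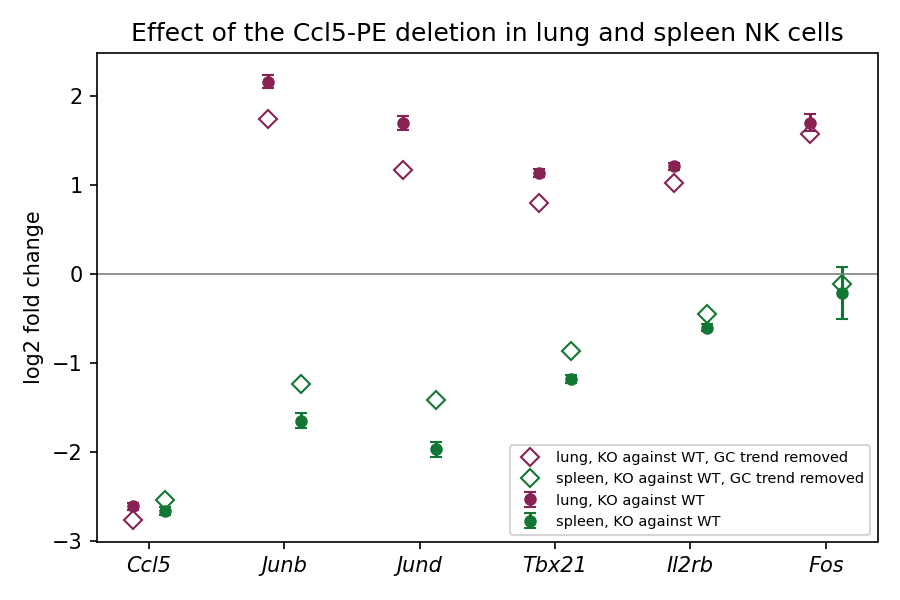
Log2 fold change between KO and *Wt* NK cells for 6 genes in lung and in spleen, from 2 libraries per group. Filled points carry the standard error, and open diamonds are the values with each library's GC trend removed. *Ccl5* falls in both organs, while *Junb*, *Jund*, *Tbx21* and *Il2rb* rise in lung and fall in spleen.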

Especially, genes known to regulate NK-cell proliferation and activation such as *Junb*/*Jund*, *Tbx21* (T-bet), *Il2rb*, and *Fos* were significantly upregulated in lung NK cells of *Ccl5-PE* knockout mice (Fig. 6d). These findings not only show that the reduction of homeotic CCL5 levels has significant impacts on NK-cell properties, but also indicate that tissue NK cells in *Ccl5*^*ΔPE/ΔPE*^ mice are likely to possess more potent activities of NK cells. Thus, our results suggest that CCL5 could serve as a regulatory factor that suppresses cell functionality of NK cells.

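Sets of genes chosen before the data were examined were compared between KO and *Wt* with the fry test of edgeR and limma, and their median log2 fold change was set against 10000 random sets matched on mean expression. In lung, a set of 15 proliferation genes had a median log2 fold change of 0.84, above all random sets (adjusted p = 0.0013, fry). In spleen, the median of this set was 0.21, at percentile 96.4, and fry did not call it (direction up, adjusted p = 0.63). With library totals, its direction in spleen was down (adjusted p = 0.295, fry). In lung, 28 of the 30 tested immediate early genes were higher in KO, and their median log2 fold change was 0.56 (adjusted p = 0.00073, fry). For 15 NK effector genes, the median in lung was -0.03, at percentile 56.6 of the random sets. There, 9 of these 15 genes differed at an FDR of 0.05. Of all 15, changed or not, 6 were higher in KO. The fry test, which rests on each gene's statistic and not on the median, gave the direction up for this set in lung (adjusted p = 0.0013). It does not compare a set with other genes, and 16 of the 17 sets passed an FDR of 0.05 in lung. A pass there thus does little to set the effector genes apart. The competitive camera test did not call the effector set (adjusted p = 0.241, limma). In spleen, the effector genes had a median of 0.33, at percentile 99.2 (adjusted p = 0.0015, fry), and camera did not call the set there either (adjusted p = 0.129, limma). With replicate number as a block, the adjusted p of the effector set was 0.030 in lung and 0.035 in spleen (fry). Among single effector genes, *Prf1* rose in lung by a log2 fold change of 0.74 (standard error 0.04, adjusted p = 2.2e-19 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ifng* rose there by 0.97 (standard error 0.06, adjusted p = 2.3e-16 from edgeR's test). *Gzma* fell by 0.46 on the log2 scale in lung (adjusted p = 1.0e-13 from edgeR's test). The change of *Gzmb* in lung was -0.03 (standard error 0.03, adjusted p = 0.489 from edgeR's test), and its sign changed with the scaling. *Cx3cr1*, which Fig. 6d names, rose in lung by 0.84 (adjusted p = 2.7e-15 from edgeR's test), and *Klf2* by 1.21 (adjusted p = 1.2e-22 from edgeR's test). From the higher expression of genes known to regulate proliferation and activation in lung, the paper concludes that a lower level of CCL5 affects the properties of NK cells. It reasons that NK cells in tissues of *Ccl5* ΔPE/ΔPE mice likely have more potent activity, and proposes that CCL5 restrains NK-cell function.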

### Homeostatic CCL5 inversely correlates with cancer immunity

Recent studies have shown that the majority of the tumor infiltrating lymphocytes (TILs) in several solid tumors are comprised of a variety of tissue-resident lymphoid cells, including Trm T and NK cells, rather than blood-borne circulating lymphocytes^41,42^. Among the various proteins secreted by TILs, host CCL5 is receiving much attention as a key anticancer molecule in mediating proper tumor immunity^11,19^. Interestingly, recent studies using CCL5 knockout mice showed that the absence of host CCL5 enhances antitumor immunity of neutrophils and T cells in breast cancer models^20,21^. Given altered properties of NK cells toward more stimulated states in the absence of *Ccl5-PE*, we examined activation status of NK cells after stimulation by cancer cells in vitro. NK cells of *Ccl5*^*ΔPE/ΔPE*^ mice were more quickly activated as indicated by higher expression of IFNγ and perforin (Fig. 6f), supporting our observation by RNA-seq experiments of ex vivo lung NK cells (Fig. 6d).

We next examined whether reduced homeostatic CCL5 expression has physiological impact on lung metastasis model of B16-F10 melanoma, in which NK cells are known to play a major role in eradicating cancer cells. Fourteen days after an intravenous injection of B16-F10 cells into the mice, the number of metastatic lesions was counted (Fig. 7a). The *Ccl5*^*ΔPE/ΔPE*^ group exhibited a significant reduction in the number of metastatic lesions compared with the control *Ccl5*^*+/+*^ and *Ccl5*^*ΔDE/ΔDE*^ groups, indicating that antimetastatic cancer immunity is enhanced by reduced homeostatic *Ccl5* expression in host cells in the B16-F10 melanoma lung metastasis model. In order to examine the effects of increased *Ccl5* expression on B16-F10 metastasis, we generated a *Runx3* mutant mice lacking the last tyrosine (Y) residue, referred to as *Runx3*^*ΔY/ΔY*^ mice (Fig. 7b). Similarly, to mice lacking the C-terminal VWRPY penta-peptide motif (*Runx3*^*ΔV/ΔV*^ mice), the lack of the last Y residue alone increased the percentage of CCL5-expressing CD44^+^ CD8^+^ T cells and the expression levels of CCL5 in NK cells. Importantly, *Runx3*^*ΔY/ΔY*^ mice exhibited increased numbers of metastatic lung lesions compared with control *Runx3*^*+/+*^ mice (Fig. 7c). Also, cancer cells were more rapidly eliminated by NK cells in another cancer model using YAC-1 mouse lymphoma (Fig. 7d). These findings suggest that homeostatic *Ccl5* expression in host cells is beneficial for the survival of cancer cells at metastatic sites, indicating that homeostatic host CCL5 is a procancer molecule in mouse cancer models.

**Fig. 7:**
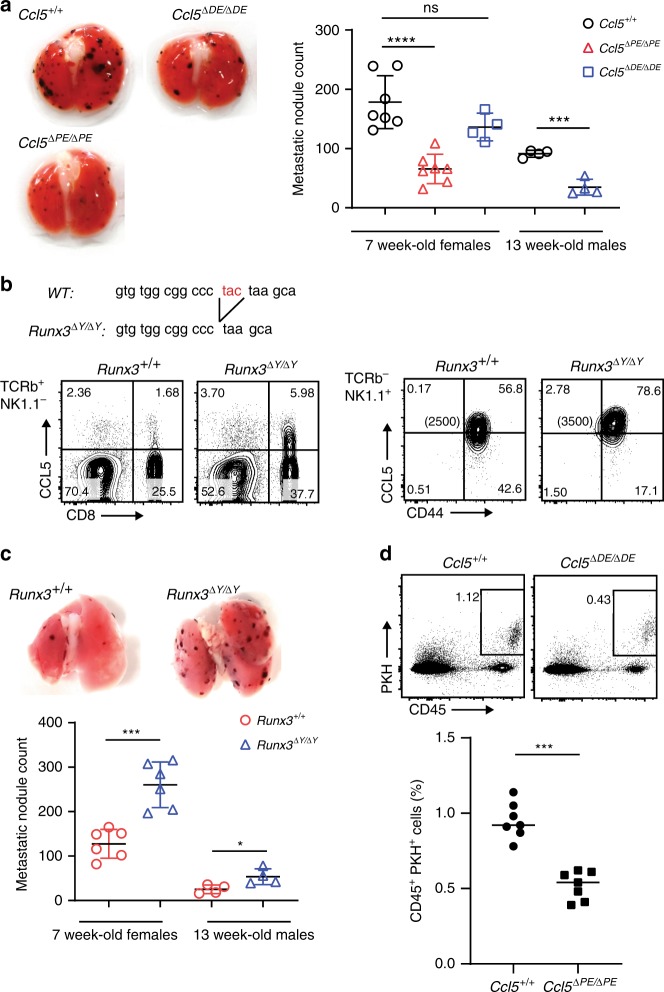
Homeostatic expression of host CCL5 is important for B16-F10 metastasis. **a** B16-F10 melanoma cells were intravenously injected into *Ccl5*^*+/+*^*, Ccl5*^*ΔPE/ΔPE*^, and *Ccl5*^*ΔDE/ΔDE*^ mice. Representative macroscopic images of lungs 14 days after injection are shown. The summary graph on the right shows the numbers of metastatic nodules. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ***p < 0.001, ****p < 0.0001, ns nonsignificant. **b** Sequences of the *Runx3*^*ΔY*^ allele confirmed the removal of the last tyrosine residue from the RUNX3 protein in *Runx3*^*ΔY/ΔY*^ mice. The TAC codon for tyrosine was changed to a TAA stop codon (upper). Contour plots showing CCL5 expression in T and NK cells of *Runx3*^*+/+*^ and *Runx3*^*ΔY/ΔY*^ mice (bottom). One representative plot of four independent mice are shown. Numbers in the plots indicate the percentage of cells in each quadrant, and numbers in parentheses indicate the mean fluorescent intensity of CCL5. **c** The result of B16-F10 melanoma lung metastasis in *Runx3*^*+/+*^ and *Runx3*^*ΔY/ΔY*^ mice is shown as in **a**. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: *p < 0.05, ***p < 0.001. **d** The result of YAC-1 cancer model. PKH67-labeled mouse lymphoma YAC-1 was injected i.v. into *Ccl5*^*+/+*^ and *Ccl5*^*ΔPE/ΔPE*^ mice and survived cancer cells in lungs were counted. Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student’s *t* tests and is presented as follows: ∗∗∗*p* < 0.001. Source data are provided as a Source Data file.

To directly examine the functional state of tumor infiltrated NK cells, we utilized B16-F10 skin growth model in which we can readily purify NK cells from tumor lesions. Consistent with the lung metastasis model, tumor lesions were smaller in *Ccl5*^*ΔPE/ΔPE*^ mice and were larger in *Runx3*^*ΔY/ΔY*^ mice, compared with the control mice (Supplementary Fig. 5a). As expected, tumor infiltrated NK cells in *Ccl5*^*ΔPE/ΔPE*^ and in *Runx3*^*ΔY/ΔY*^ mice exhibited an increase and decrease in CD107a (LAMP-1) expression, respectively, which is indicative of lytic granule releases and is widely used as a functional marker of NK cell activation (Supplementary Fig. 5b), although NK cells in nontumor tissues in all three lines similarly did not express CD107a. In order to further investigate the involvement of the CCL5–CCR5 axis in NK-mediated B16-F10 killing, we performed an in vitro NK-killing assay in which NK cells and B16-F10 were cocultured for 4 h. We observed that blocking the CCL5–CCR5 axis using an anti-CCL5 antibody or CCR5 inhibitors resulted in an increase in apoptotic B16-F10 cells (Supplementary Fig. 5c). The increased apoptotic B16-F10 cells by blocking the CCL5–CCR5 axis support a model that enhanced tumor immunity in *CCL5-PE* knockout mice is likely to reflect the direct effect of the activated properties of NK cells rather than the secondary effects by another cell types. Collectively, our results are supportive to the hypothesis that the host CCL5 might facilitate cancer cells into evading the host’s antitumor immune responses by suppressing at least the activation status of NK cells, at least in the B16-F10 and YAC-1 metastatic models.

## Discussion

CCL5 is an important inflammatory chemokine that is induced at the late phase of inflammation, but recent studies have highlighted its other role in maintaining Trm T cells during the steady state. In the current study, we show concrete genetic evidence that *Ccl5* expression during these distinct phases, inflammation vs. homeostasis, is regulated by two distinct enhancers, providing insights into *Ccl5* regulation and advancing the previous works that have mainly focused on how the *Ccl5* promoter is regulated. Our results demonstrate that these *Ccl5* enhancers are finely regulated by RUNX/CBFβ complexes and SATB1 chromatin organizer, unraveling that sophisticated mechanisms are in work to control *Ccl5* expression. Especially, RUNX-mediated repression not only fine-tunes the kinetics of *Ccl5* expression but also limits the cell-types expressing *Ccl5* during activation. The significance of RUNX-mediated *Ccl5* repression is highlighted by the restoration of allergic inflammation by the removal of CCR5 in *Cbfb*^*F/F*^;*Cd4-Cre* mice (Seo, manuscript in preparation).

Our results suggest that the mechanisms by which RUNX/CBFβ antagonizes two *Ccl5* enhancers presumably differ. While the *Ccl5-DE* is suppressed by indirect association of the RUNX/CBFβ via the adjacent repressive element, the *Ccl5-PE* could be antagonized by direct recruitment of RUNX/CBFβ via RSSs embedded within *Ccl5-PE*. On the other hand, it is unclear how RUNX-mediated repression is canceled in *Ccl5*-expressing cells. The transcription factor FLI-1 was shown to induce CCL5 expression in endothelial cells by binding to the *Ccl5* promoter^43^, and Klf13 transcription factor was shown to be involved in *Ccl5* activation by binding to the promoter during inflammation^44,45^. Based on the presence of binding sites for IRF-1, NFkB, AP-1, C/EBP, and Ets-1 within the *Ccl5* promoter, these factors have been proposed as potential regulators that can activate *Ccl5* upon exposure to inflammatory signals, such as LPS, TNF, or IFNγ^46–48^. However, little is known about how these factors regulate *Ccl5* in detail. The identification of functional enhancers in our current study provides clues to understand how these potential regulators function to activate *Ccl5*. Indeed, the public ChIP-seq database revealed that BCL11B, TCF1, P300, JUND, and IRF4 are associated with *Ccl5-PE and Ccl5-DE* in T-cell subsets. It is important to ascertain how these possible active regulators counteract RUNX-mediated repression in future studies.

To our surprise, *Ccl5-DE* locates 1.35 Mb away from *Ccl5*, and there are bunches of other genes between *Ccl5-DE* and *Ccl5*. Previous studies have identified a few of far distance enhancers, such as an MYC superenhancer^49^ and Class I olfactory receptor enhancer^50^ acting from 1.7 or 1.3 Mb, respectively. Our 3C assay shows that SATB1 plays an important role in mediating the long-distance interaction between the *Ccl5-DE* and the *Ccl5* promoter. SATB1 functions as a genome organizer by providing the SATB1 nuclear architectural framework onto which chromatin is anchored by tethering specialized genomic regions of chromatin known as base-unpairing regions^35,36,51^. Previous studies^37,52^ showed that SATB1 binds to enhancers and a silencer, but understanding of the exact mechanisms by which SATB1 mediates the long-distance interaction between the *Ccl5-DE* and *Ccl5* promoter waits for further experiments.

Previous studies showed that CCL5 plays an important role in the homeostatic maintenance of Trm T cells in the mouse skin and human vaginal tissues by experiments using neutralizing anti-CCL5 antibodies. Even though it was assumed that homeostatic CCL5 expression at the local tissues is responsible for homeostasis of Trm T cells, the definitive conclusion has been waiting for studies using genetic tools that enable to distinguish roles of homeostatic and inducible CCL5 expression. By generating *Ccl5-PE* and *Ccl5-DE* knockout mouse lines, we provide such genetic tools which can be used to answer those questions in the future experiments. In addition, we observe a proportional increase of CD44^+^ CD69^+^ Trm T subset in the lungs by the loss of CCL5 expression. Currently, the precise function of CD44^+^ CD103^−^CD69^+^ Trm T-cell subset in lungs remains unclear, even though it is hypothesized that CD69^+^ Trm T-cell subsets provide more robust inflammatory responses based on association of CD69 with activated status. Our transcriptome analyses show that NK cells also acquire activated state upon reduction of tissue CCL5 levels, unraveling a previously unidentified role of CCL5 in conditioning functional properties of immune cells at nonimmune tissues. It will be of interest to characterize the lung Trm subset and investigate how immune responses at the lung are affected in *Ccl5*-*PE* knockout mice.

Previous studies have shown that host CCL5 can work as both pro- and anticancer molecule, generating a controversy in its role in cancer immunity. Our results provide supporting evidence to the model for the procancer action of CCL5. Contrary to previous studies using anti-CCL5 antibody treatment or CCL5 germline knockout mouse to inactivate all host CCL5, the mouse models we generated are unique and lack specifically either homeostatic or inflammatory *Ccl5* expression. Our study demonstrates that host responses against metastatic cancer are mainly regulated by homeostatic *Ccl5* expression in local tissue-resident immune cells. Mechanistically, we provide evidence that homeostatic CCL5 could condition the functional status of local immune cells such as Trm T and NK cells. Since the main producers of CCL5 in steady states are in fact Trm T and NK cells themselves, it is possible that the autocrine signaling of CCL5 might be responsible for the observed changes in their functional status. However, in cancer microenvironments in which other types of immune cells, such as DCs and Tregs, are present, it is possible that CCL5 secreted from those cells also affects the functional status of Trm T and NK cells, in addition to autocrine signaling.

Our results do not formally exclude another important possibility that CCL5 might directly affect the survival of cancer cells. Previously, CCL5 was shown to induce changes in the cellular properties of CCL5-bound T cells, such as proliferation rate and activation status, by receptor-mediated intracellular signaling^53^. In addition, another report showed that CCL5 can function as a pleiotropic factor to directly affect the differentiation of hematopoietic stem cells^54^. In our in vitro coculture system, a CCL5–CCR5 axis blockade rapidly increases the percentage of apoptotic B16-F10 cells within a short time window. Although it remains possible that CCL5 inhibition alters the functional states of NK cells to dampen cytolytic activity within a few hours, which is consistent with our in vivo results, our results suggest a possibility that CCL5 acts directly on B16-B10 cells to support their survival. In this scenario, reduction of CCL5 levels in the cancer microenvironments of *Ccl5*^*ΔPE/ΔPE*^ mice might restrict the availability of rejuvenating CCL5 to cancer cells.

Interestingly, a study utilizing CCR5-Δ32 polymorphism, which results in the expression of nonfunctional CCR5, reported an association of such mutation with worse outcomes of melanoma after immunotherapy^55^, which suggested an anticancer role of CCR5 signaling. Since the CCR5-Δ32 polymorphism is retained in both immune and cancer cells in patients, it is difficult to precisely attribute the contribution of CCR5 signaling in this case. It is equally possible that CCR5-Δ32 polymorphism of immune cells weakens their own cytotoxic activity or that CCR5-Δ32 polymorphism of cancer cells enhance their own survival and growth. Identifying the ligands for CCR5 signaling in this case might help to interpret this phenomenon. On the other hand, the effectiveness of a CCR5 inhibitor (Maraviloc) in a clinical trial of cancer patients indicates that inhibition of CCR5 signaling might be a promising target for cancer immunotherapy^22^. Further studies that address how CCR5 signaling creates both anti- and procancer microenvironments by acting on host immune cells, as well as cancer cells, will provide useful insights for future drug development.

## Methods

### Mice

*Runx1*^*ΔV*^^56^, *Runx3*^*ΔV*^^57^, *Cbfβ*^*F/F*^:*Cd4-cre*^26^, and *Satb1*^*F/F*^:*Cd4-cre*^37^ mice have been reported. In this study, *Ccl5* enhancer knockout mice (*Ccl5*^*ΔPE/ΔPE*^ and *Ccl5*^*ΔDE/ΔDE*^) were generated by using two gRNAs encompassing the regions intended for the deletion. The deleted regions are as follows: *Ccl5-PE* (Chr11:83,535,110–83,535,294 in GRCm38.p4 C57BL6J) and *Ccl5-DE* (Chr11: 82,182,569–82,183,080 in GRCm38.p4 C57BL6J). 

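The *Ccl5-PE* deletion removes 185 bp of chromosome 11 between genes of GENCODE M21. It ends 4.6 kb upstream of the transcription start of *Ccl5*, which is transcribed from the minus strand. *Heatr9* lies 12.9 kb from the deletion, on the far side of *Ccl5*. On the other side, *Ccl9* lies 37.6 kb and *Ccl6* 52.6 kb from the deletion. The *Ccl5-DE* deletion removes 512 bp within an intron of *Ccl1* as annotated in GENCODE M21, 122.6 kb from its transcription start. It lies 1342.7 kb from *Ccl5*. No library from mice with the *Ccl5-DE* deletion was used here.

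**Figure D4:**
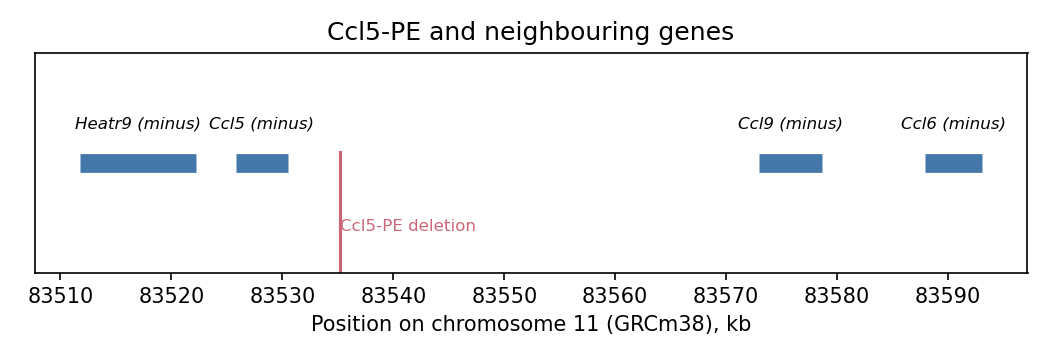
Position of the *Ccl5-PE* deletion and of 4 neighbouring genes on chromosome 11 (GRCm38, in kb), all on the minus strand. The deletion lies between *Ccl5* and *Ccl9*, nearer to *Ccl5*. Other annotated genes of the interval are not drawn.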

In this study, *Runx3*^*ΔY/ΔY*^ was generated by using one gRNA close to the sequences encoding the last tyrosine amino acid of RUNX3 protein. gRNA sequences are provided in Supplementary Table 1. All unique mutant mouse lines generated in this study are readily available on request. All mouse lines were separately housed and bred. Mice used in this study were between 1.5 and 4 months old and were mixed sexes otherwise specified. Mice were euthanized by suffocation with CO_2_ under anesthesia or cervical dislocation. All mice were maintained in the specific pathogen free animal facility at the RIKEN IMS, and all animal procedures were in accordance with institutional guidelines for animal care and with the protocol (28-017) approved by Institutional Animal Care and Use Committee (IACUC) of RIKEN Yokohama Branch.

### Cell cultures

T cells from spleen or lymph nodes were enriched by MACS magnetic beads (Miltenyi Biotec) and were sorted by FACS Aria (BD Biosciences) before in vitro stimulation experiments. Purified T cells were cultured in custom ordered Dulbecco’s Modified Eagle Medium (D-MEM, KOHJIN BIO) supplemented with 10% fetal bovine serum (FBS) (Hyclone). For in vitro culture, 2.0 × 10^5^ cells were stimulated in 96-well plates by precoated 2 µg/ml anti-CD3e antibody (553058, BD Biosciences) with 2 µg/ml soluble anti-CD28 antibody (553295, BD Biosciences) for 2 days. Activated T cells were maintained with 40 U/ml rmIL-2 (402-ML, R&D Systems). 2B4 cell line was maintained in RPMI medium (GIBCO) supplemented with 10% FBS and B16-F10 cell line in D-MEM medium (GIBCO) supplemented with 10% FBS. All cell culture medium was supplemented with 100 U/ml penicillin and 100 µg/ml streptomycin.

### in vitro NK cytotoxicity assay

A total of 2.0 × 10^4^ B16-F10 cells were plated 1 day before the assay on a 48-well plate. NK cells were purified by the NK Cell Isolation Kit (Miltenyi Biotec) and stimulated with 200 U/ml rmIL-2 (402-ML, R&D Systems) for 24 h. Same numbers (2.0 × 10^4^) of activated NK cells were cocultured with B16-F10 cells for 4 h. In order to inhibit CCL5–CCR5 interaction, 0.5 µg/ml of Maraviroc (PZ0002, Sigma-Aldrich), 0.5 µg/ml of TAK779 (SML0911, Sigma-Aldrich) or 0.5 µg/ml anti-mCCL5 (MAB478-100, R&D Systems) antibody were added together with NK cells.

### Tumor metastasis and growth in mice

For lung metastasis model, 1.0 × 10^5^ B16-F10 melanoma cells were suspended in HBSS and injected via the tail vein. On day 14, the mice were euthanized, and the lungs were perfused with PBS via the trachea. Lung metastases were visually counted under a dissection microscope. For growth model of B16-F10 melanoma cells at the skin of host mice, 5.0 × 10^4^ B16-F10 cells were suspended in HBSS and subcutaneously injected into the right flanks of mice. Tumor volume was measured around twice per week using calipers. After 14–20 days, mice were euthanized when their tumor volumes reached 4000 mm^3^, which is 50% of the tumor volume allowed by IACUC of RIKEN Yokohama Branch. Tumor volume was calculated using the following formula: volume = (width)^2^ × length/2. For YAC-1 cancer model, PKH67 (PKH67GL, Sigma-Aldrich)-labeled 2.0 × 10^6^ YAC-1 cells injected i.v. into mice and analyzed after 6 h. Lungs were dissected and examined by flow cytometry for survived CD45^+^ PKH67^+^ YAC-1 cells. Lungs and tumors were digested using an enzyme mix containing 1 mg/ml collagenase (C5138, Sigma-Aldrich) and 200 μg/ml DNase (D5025, Sigma-Aldrich) for 20–30 min at 37 °C while rotating, followed by filtering through a 50 μm filter.

### BAC transgenic mice

GFP reporter constructs were generated by using the Quick & Easy BAC Modification Kit (Gene Bridges) according to the manufacture’s instruction. Briefly, *Ccl5* coding region from the start codon to stop codon (4741 bp) on BAC clone, B6Ng01-015L02 purchased from RIKEN BioResource Research Center, was replaced with eGFP cDNA, generating a *Ccl5-GFP* BAC reporter Tg construct. The deletion of 1201 bp Runx binding region (RBR) and mutations on two RRSs within the *Ccl5-RBR* onto the *Ccl5-GFP* BAC construct were achieved by the Counter Selection BAC Modification Kit (Gene Bridges). The resulting three BAC Tg constructs were purified and injected at Institute of Immunology Co. LTD.

### Chromatin immunoprecipitation assays

ChIP assays using anti-CBFβ^26^ and SATB1 (ab70004, Abcam) antibodies were performed as follows^58^. In brief, CD4^+^ or CD8^+^ T cells were enriched by MACS magnetic beads (Miltenyi Biotec) and crosslinked with 1.0% formaldehyde for 10 min at room temperature. The reaction was stopped by adding final 0.15 M glycine and the cells were washed extensively with PBS. Fixed cells were lysed with lysis buffer containing 0.5% NP-40 and 0.25% Triton X-100, and nuclei pellets were resuspended in sonication buffer containing 0.1% Sodium deoxycholate and 0.5% N-laurylsarcosine sodium salt. The nuclei were sonicated using XL2000 ultrasonic cell disruptor (Microson) at output level 6 for 15 s between 8 and 10 times to yield 200–300 bp fragments. Sonicated chromatin was immunoprecipitated by either 1 μg of anti-CBFβ or anti-SATB1 antibody. Captured DNA fragments were washed with RIPA buffer and purified by the ChIP DNA Clean and Concentrator Kit (Zymo Research). The primers used for the ChIP-qPCR is provided in Supplementary Table 1.

### ChIP-seq

For ChIP-seq analysis, purified DNAs from ChIP samples were used for the library construction with NEBNext ChIP-Seq Library Prep Reagent Set for Illumina (NEB) according to the manufacturer’s protocol. Libraries were quantified with the KAPA Library Quantification Kit for Illumina (KAPA Biosystems) and the quality was checked by Bioanalyzer using Agilent High Sensitivity DNA ChIP (Agilent Technologies). Sequencing was performed by genomics facility at RIKEN IMS with Illumina HiSeq2000/2500. Sequencing results were aligned to the mouse reference genome (mm10) using the bowtie2 (version 2.3.5.1) with standard parameters. Significant peaks from enChIP-seq were obtained by macs2 (version 2.2.5) and visualized on UCSC Genome browser.

### enChIP and enChIP-Seq

The enChIP-seq assay was performed on *Ccl5* promoter as follows^59^. In brief, 2B4 cell line was transduced with a retroviral plasmid (pMSCV-Flag-dCas9-ires-eGfp) encoding Flag-tagged dead Cas9 followed by IRES-eGFP. GFP^+^ 2B4 cells were sorted and were transduced again with a retroviral plasmid (pSir-hCD2) encoding the gRNA, which is driven by the U6 promoter and corresponds to the region 400 bp upstream of *Ccl5* TSS, followed by hCD2 reporter driven by the histone H4 promoter. The gRNA sequence used is 5′-GAGAGGGAGTCATCCTGGAC-3′. GFP^+^ hCD2^+^ cells were sorted and were expanded for enChIP-seq analysis with anti-Flag antibody M2 (F3165, Sigma-Aldrich). Immunoprecipitation and analysis of sequencing data are identical to those described in ChIP-seq procedures.

### Quantitative RT-PCR and RNA-seq

mRNA was purified by using the Direct-zol RNA kits (Zymo Research) according to the manufacturer’s protocol that includes on-column DNaseI treatment. Purified RNA was converted into cDNA by using the SuperScript IV First-Strand Synthesis System (Thermo Fisher) according to the manufacture’s protocol. Obtained cDNA was used as template for quantitative real-time PCR by using Power SYBR Green PCR Master Mix (Thermo Fisher) according to the manufacture’s protocol. The sequences of primers used for the qPCR are provided in Supplementary Table 1. Purified mRNAs were used for the library construction with the NEBNext Ultra II RNA Library Prep Kit for Illumina (NEB) according to the manufacturer’s protocol. Library was quantified, checked and sequenced as described for the ChIP-seq. Sequencing results were aligned to the mouse reference genome (mm10) using the HISAT2 (version 2.1.0) with standard parameters. 

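Of the uniquely aligned reads of a library, between 44.3% and 46.6% were counted on a gene, and between 52.7% and 55.0% fell on no annotated gene. A further 0.686% to 0.768% were set aside as ambiguous. Reads aligned to several places were not counted. Of the 48321 gene symbols, 21508 had a count in at least 1 library, and 46394 matched a gene name of GENCODE M21. For 140 genes whose exons lie within exons of an expressed gene on the other strand, the read density over that of the host gene had a median ratio of 1.03, with quartiles of 0.115 and 2.14. Counts of such antisense pairs are therefore uncertain. The paper's text does not name the strand setting of the counting or the gene annotation.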

Read counts were obtained by HTSeq (version 0.11.0) and further analyzed by a Bioconductor package EdgeR (version 3.6.0).

### Enzyme-linked immunosorbent assay and Luminex analysis

An anticytokine (or chemokine) antibody was coated to ELISA plates (Nunc Maxisorb) at 1 µg/ml in 0.1 M Na2HPO4 (pH 9.0) at 4 °C overnight. After rinsing with PBS three times, the plate was blocked with PBS containing 10% FBS at room temperature for 1 h. Blocked plates were washed three times in PBS with 0.05% Tween-20. Standard cytokines and chemokines as well as sample supernatants were diluted in PBS with 10% FBS and 0.05% Tween-20 and incubated for 4 °C overnight. After washing three times in PBS with 0.05% Tween-20, a biotinylated antibody against the target cytokine (chemokine) was added at 1 µg/ml in PBS with 10% FBS and 0.05% Tween-20 at room temperature for 1 h. After washing three times in PBS with 0.05% Tween-20, streptavidin-HRP conjugate (Bethyl Laboratories, INC) was incubated in PBS with 10% FBS and 0.05% Tween-20 at room temperature for 30 min. Plates were further washed three times in PBS with 0.05% Tween-20 and three times in water. TMB substrate (Thermo Fisher Scientific) was added and incubated at room temperature for 15 min before adding the stop solution (sulfuric acid) before measuring an absorbance at 450 nm. Antibodies and antigens for ELISA were included in the following assay kits from Thermo Fisher: IL-3 (AHC0832), IL-4 (16–7041–81), IFNγ (M700A), CCL3 (12–7532–82), CCL4 (MA5-23713), and CCL5 (AHC1052). For multiplex Luminex analysis, Bio-Plex ProMouse Cytokine 23-plex Assay (Bio-Rad) was used and performed by proteomics facility at RIKEN IMS.

### Flow cytometry and antibodies

Live cell suspension from splenocytes were prepared by standard procedures. Single-cell suspensions were stained with the following antibodies purchased from BD Bioscience, Biolegend, or Thermo Fisher: Annexin V (640937, Biolegend), CCL1 (PA5-47952), CCL5 (2E9/CCL5), CD4 (RM4-5), CD8α (53–6.7), CD8β (YTS156.7.7), CD11b (M1/70), CD25 (PC61), CD44 (IM7), CD45.2 (104), CD69 (H1.2F3), CD103 (M290), IFNγ (XMG1.2), NK1.1 (PK136), Gr-1 (RB6-8C5), Ter119 (Ter119), TCRβ (H57-597), TCRγδ (GL3), and CD107a (eBioH4A3), which were used at 0.5 μg/ml. For intracellular staining, cell suspensions were fixed and permeabilized at the same time by BD Perm/Fix solutions (BD Biosciences). Multicolor flow cytometry analysis was performed using a FACSCanto II (BD Biosciences), and data were analyzed using FlowJo version 10 (Tree Star) software.

### 3C assay

Sorted T cells were used for standard 3C assays^60^. Briefly, 1.0 × 10^7^ cells were fixed with 2% formaldehyde at room temperature for 10 min and final 0.2 M glycine was added to quench free formaldehyde. Crosslinked cells were lysed with ice-cold lysis buffer (10 mM Tris (pH 7.5), 10 mM NaCl, 5 mM MgCl2, 0.1 mM EGTA) with Complete Protease Inhibitor (Roche) on ice for 10 min. The nuclei were harvested and digested with 400 U of BglII (NEB) at 37 °C while shaking at 900 rpm overnight. After heat inactivation of the restriction enzyme at 65 °C for 20 min, digested DNA was ligated with 100 Weiss Unit of T4 DNA ligase (Promega) at 16 °C for 4 h. Ligated DNA was purified by adding 0.3 mg Proteinase K (Invitrogen) and incubating at 65 °C overnight. Samples were further purified by the standard phenol extraction and ethanol precipitation. As a control locus, *Gapdh* promoter region was chosen to normalize each PCR reactions. Data are presented as relative crosslinked frequency and obtained from at least two independent biological replicates with duplicates. As control experiments, no PCR products were confirmed when the ligation step was omitted. The PCR products after qPCR were sequenced to confirm proper ligation for every experiment. The sequences of primers used for the 3C assay qPCR are provided in Supplementary Table 1.

### Statistical analysis

The individual dots on the summary graphs indicate independent mice analyzed, otherwise specified. Statistical parameters are indicated in the figure legends. All bar and dot graphs show mean values ± SD. Statistical analysis was performed using unpaired two-tailed Student’s *t* test in the GraphPad Prism Version 8. The *p* value of <0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data for enChIP-seq, CBFβ ChIP-seq, and RNA-seq have been deposited in GEO database under the accession code GSE130600. Standard ATAC-seq and histone modifications ChIP-seq data were obtained as fastq files from GSE95237. SATB1 ChIP-seq data were obtained as fastq files from GSE90635. Hi-C analysis of mouse Th1 cells were obtained from GSE48262 and visualized on a web tool [http://promoter.bx.psu.edu/hi-c/].

## Source Data

Source Data

# Supplementary material for: Runx-mediated regulation of CCL5 via antagonizing two enhancers influences immune cell function and anti-tumor immunity
**Source:** Nat Commun. 2020 Mar 26;11:1562. doi: 10.1038/s41467-020-15375-w
**Supplement:** Supplementary file 1 — Supplementary Information

**Runx-mediated regulation of CCL5 via antagonizing two enhancers influences immune cell function and anti-tumor immunity**

Seo et al.

**SUPPLEMENTARY INFORMATION**

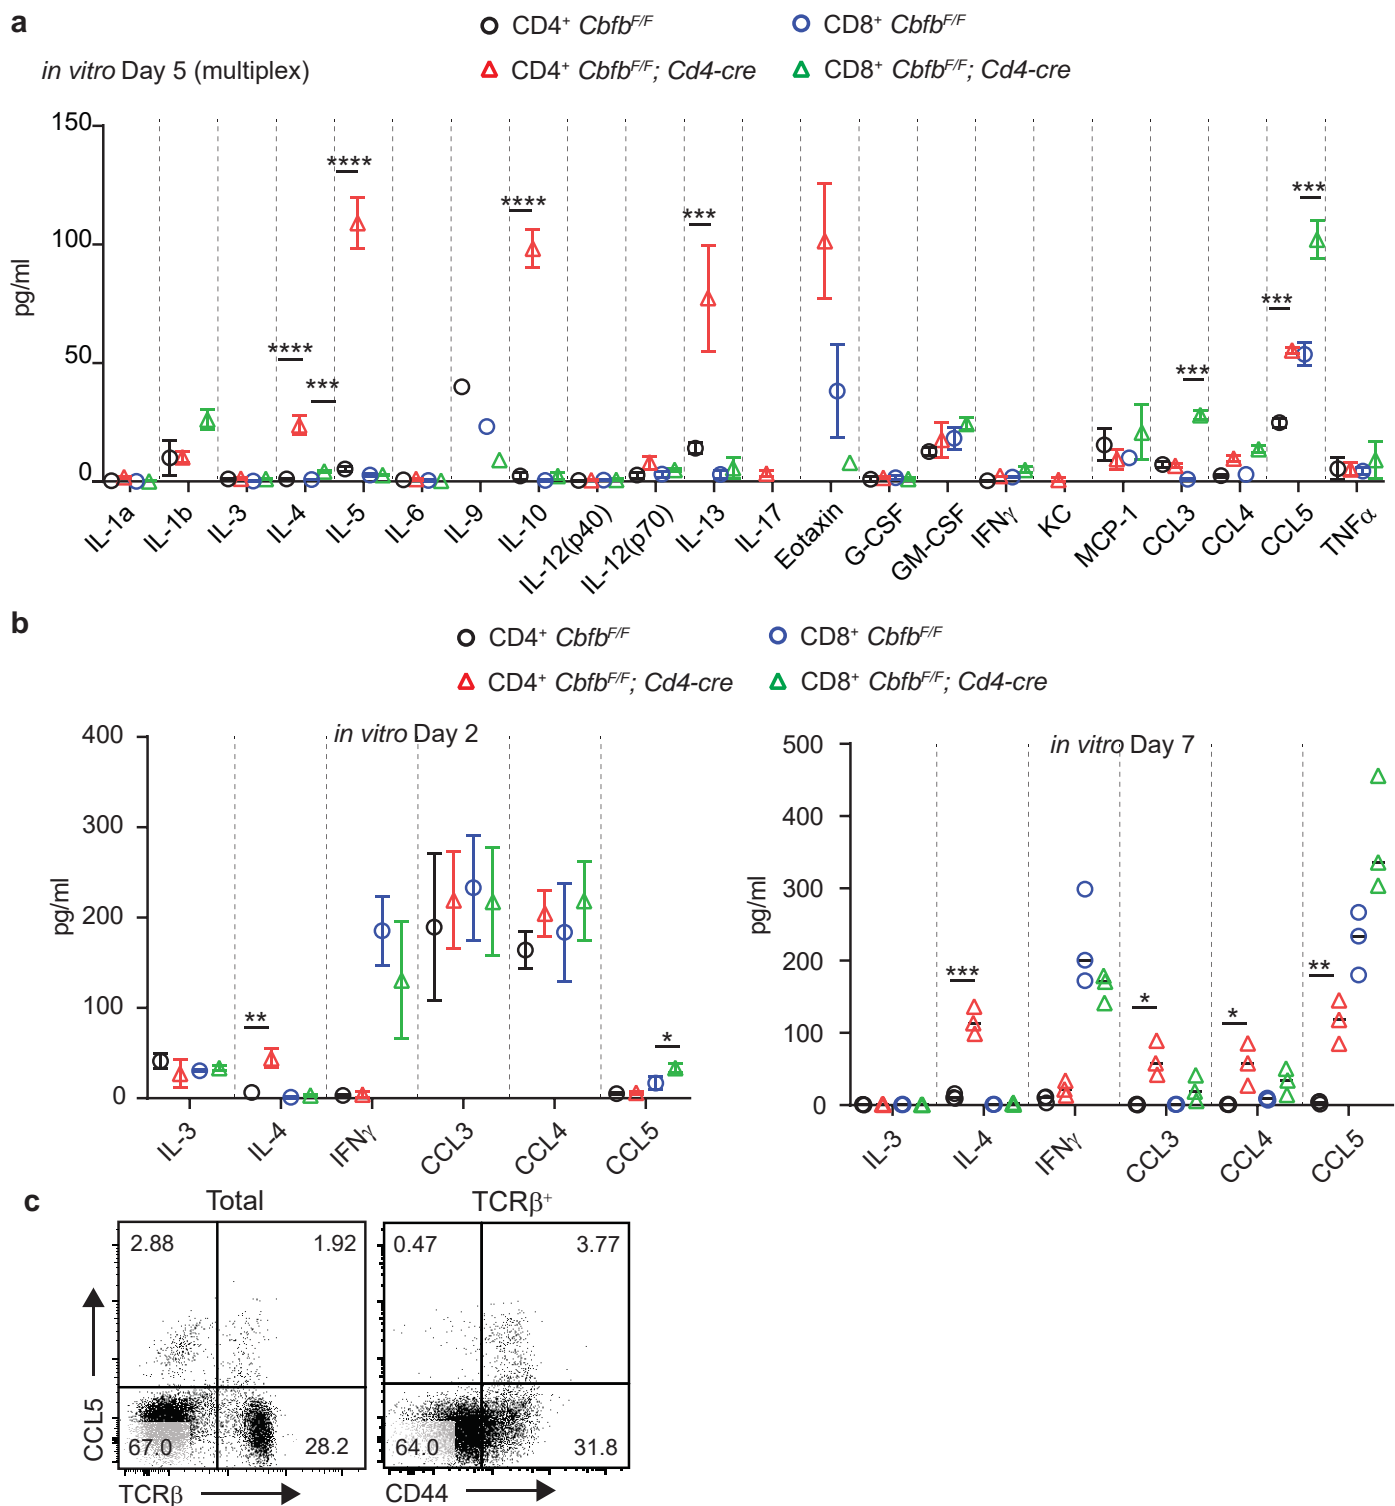

**Supplementary Fig. 1.: CCL5 expression is repressed by Runx/Cbfb complexes**

**a** Expression profiles of 22 cytokines and chemokines were obtained from the supernatants of *in vitro* stimulated CD4<sup>+</sup> and CD8<sup>+</sup> T cells (day 5) of *Cbfb*<sup>F/F</sup> and *Cbfb*<sup>F/F</sup>; *Cd4-Cre* mice with the indicated genotypes by Luminex multiplex analysis. A summary of at least three measurements is shown.

**b** Expression profiles as assessed by ELISA of the selected CC chemokines CCL3, CCL4 and CCL5 and the cytokines IL-3, IL-4, and IFN $\gamma$  in the supernatants of *in vitro*-stimulated CD4<sup>+</sup> and CD8<sup>+</sup> cells with indicated genotypes (days 2 and 7). Summaries of at least three independent measurements.

**c** Flow cytometry analysis of total splenocytes and TCR $\beta$ <sup>+</sup> spleen T cells. One representative dot plot of over five independent experiments. Numbers in the dot plots indicate the percentage of cells in each quadrant.

**a,b** Error bars indicate Mean  $\pm$  SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student's t-tests and is presented as follows: \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001, \*\*\*\**p* < 0.0001. Source data are provided as a Source Data file.

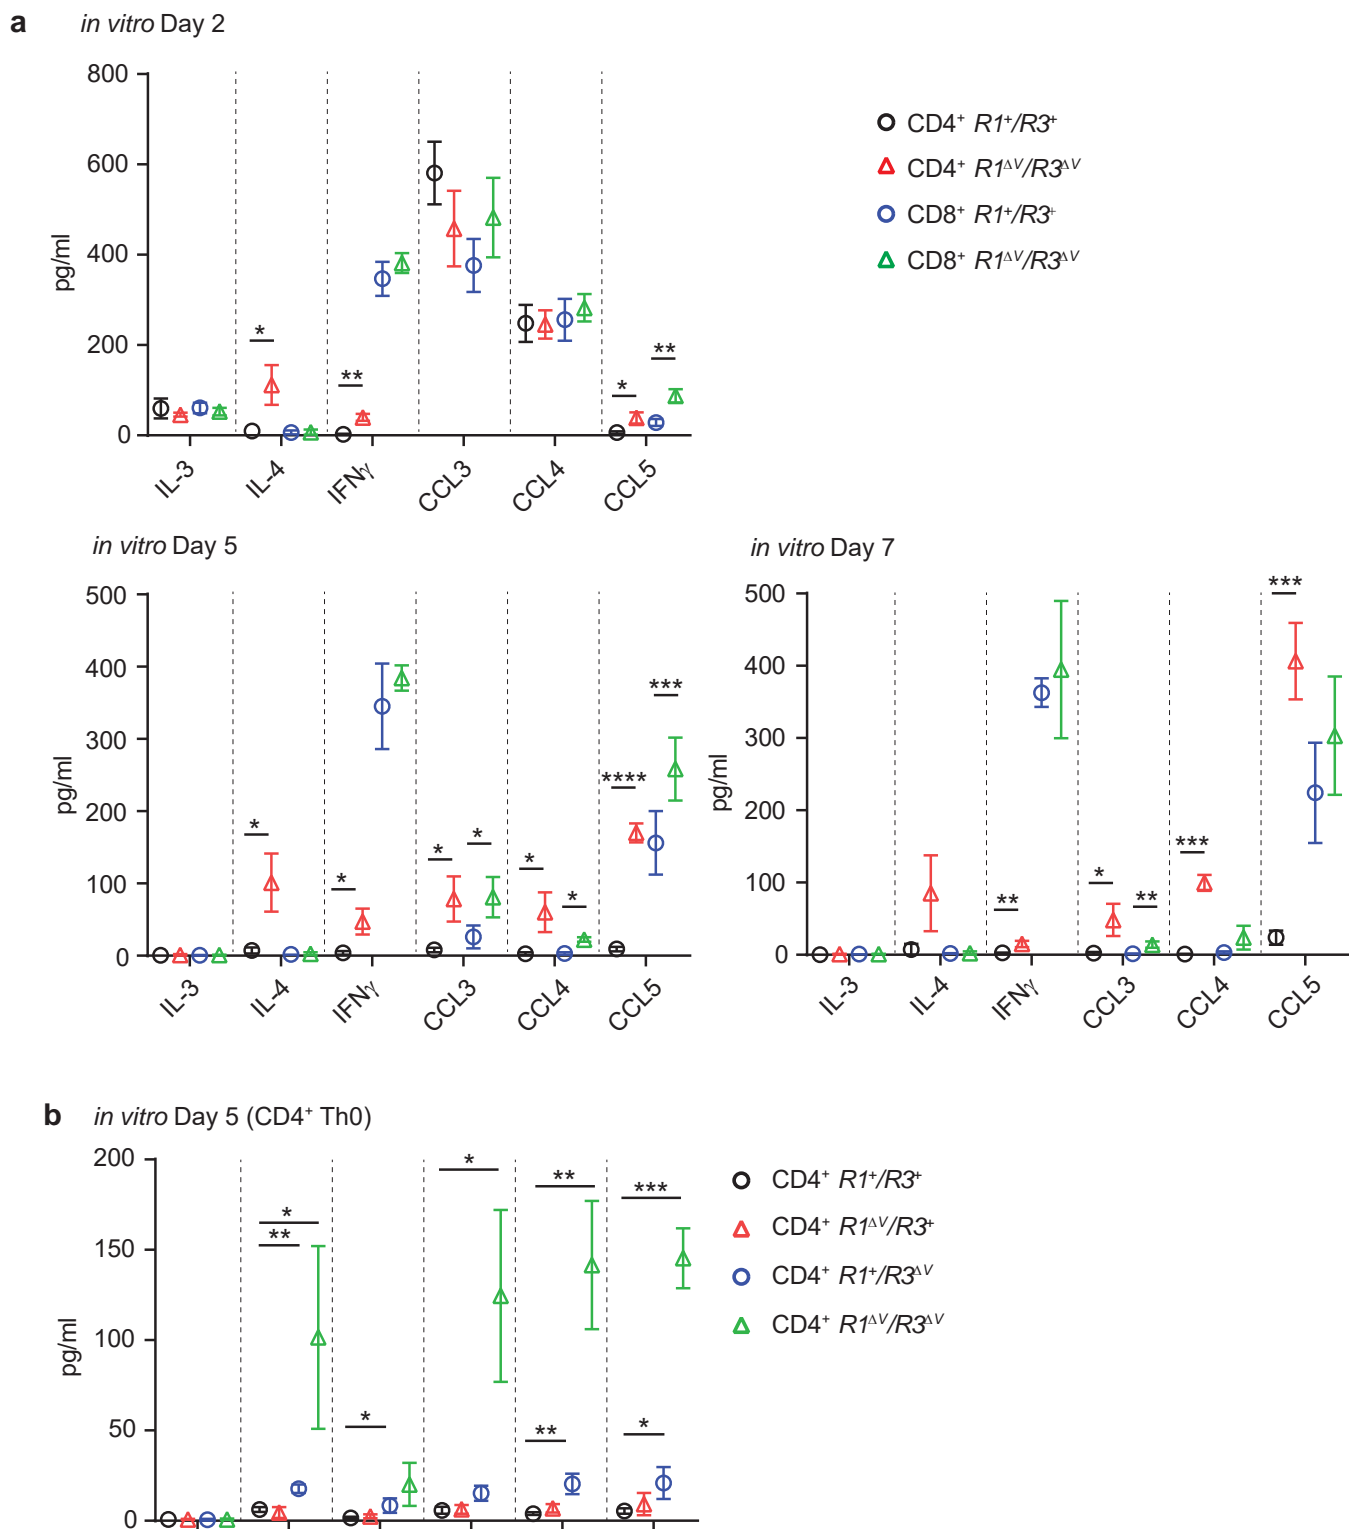

**Supplementary Fig. 2.:** Essential roles of the VWRPY motif in Runx proteins for CCL5 repression

**a** Expression profiles as assessed by ELISA of the selected CC chemokines CCL3, CCL4 and CCL5 and the cytokines IL-3, IL-4, and IFN $\gamma$  in the supernatants of *in vitro* stimulated CD4<sup>+</sup> and CD8<sup>+</sup> T cells (days 2, 5, and 7) of Runx1<sup>+/+</sup>; Runx3<sup>+/+</sup> (R1<sup>+/+</sup>/R3<sup>+/+</sup>) and Runx1<sup>ΔV/ΔV</sup>; Runx3<sup>ΔV/ΔV</sup> (R1<sup>ΔV</sup>/R3<sup>ΔV</sup>) mice.

**b** Expression profiles as assessed by ELISA of the selected CC chemokines, CCL3, CCL4 and CCL5 and the cytokines IL-3, IL-4, and IFN $\gamma$  in the supernatants of *in vitro*-stimulated CD4<sup>+</sup> T cells in Th0 culture conditions (day 5) of Runx1<sup>+/+</sup>; Runx3<sup>+/+</sup> (R1<sup>+/+</sup>/R3<sup>+/+</sup>), Runx1<sup>ΔV/ΔV</sup>; Runx3<sup>+/+</sup> (R1<sup>ΔV</sup>/R3<sup>+/+</sup>), Runx1<sup>+/+</sup>; Runx3<sup>ΔV/ΔV</sup> (R1<sup>+/+</sup>/R3<sup>ΔV</sup>) and Runx1<sup>ΔV/ΔV</sup>; Runx3<sup>ΔV/ΔV</sup> (R1<sup>ΔV</sup>/R3<sup>ΔV</sup>) mice.

**a,b** Error bars indicate Mean  $\pm$  SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student's t-tests and is presented as follows: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ . Source data are provided as a Source Data file.

**Supplementary Fig. 4.:** Identification of Ccl5-distal enhancer (DE) by enChIP

**a** Summary plot of the amount of Ccl5 mRNA in the 2B4 line after stimulation as assessed by RT-qPCR.

**b** 34 significant enChIP-seq peaks on entire chromosome 11 that were obtained by enChIP-seq in the 2B4 T cell line are shown as vertical lines on the top line. Positions of the Ccl5 promoter and putative Ccl5-DE are marked by red and green triangles, respectively. Hi-C analysis of mouse Th1 cells using the public database GSE48262 in a genomic area of about 3 Mb encompassing two CC chemokine clusters is shown. Four potential interactions with the Ccl5 promoter (green line) are marked with circles, and the positions of Ccl5 promoter-interacting regions are marked with thick lines. Interactions between Ccl5 promoter and the Ccl5-DE are highlighted in red. Two CC chemokine clusters are marked by thick horizontal lines.

**c** Sequences of mouse Ccl5-DEa and Ccl5-DEb are shown. Runx Recognition Sequences (RRSs) are shown in bold.

**d** Relative amounts of mRNA in eleven CC chemokine genes on chromosome 11 in activated CD8<sup>+</sup> T cells of Ccl5<sup>+/+</sup> and Ccl5 $\Delta$ DE/ $\Delta$ DE mice were assessed by RT-qPCR.

Error bars indicate Means  $\pm$  SD. Statistical significance is measured via unpaired two-tailed Student's t-tests and is presented as follows: \*\*p < 0.01. Source data are provided as a Source Data file.

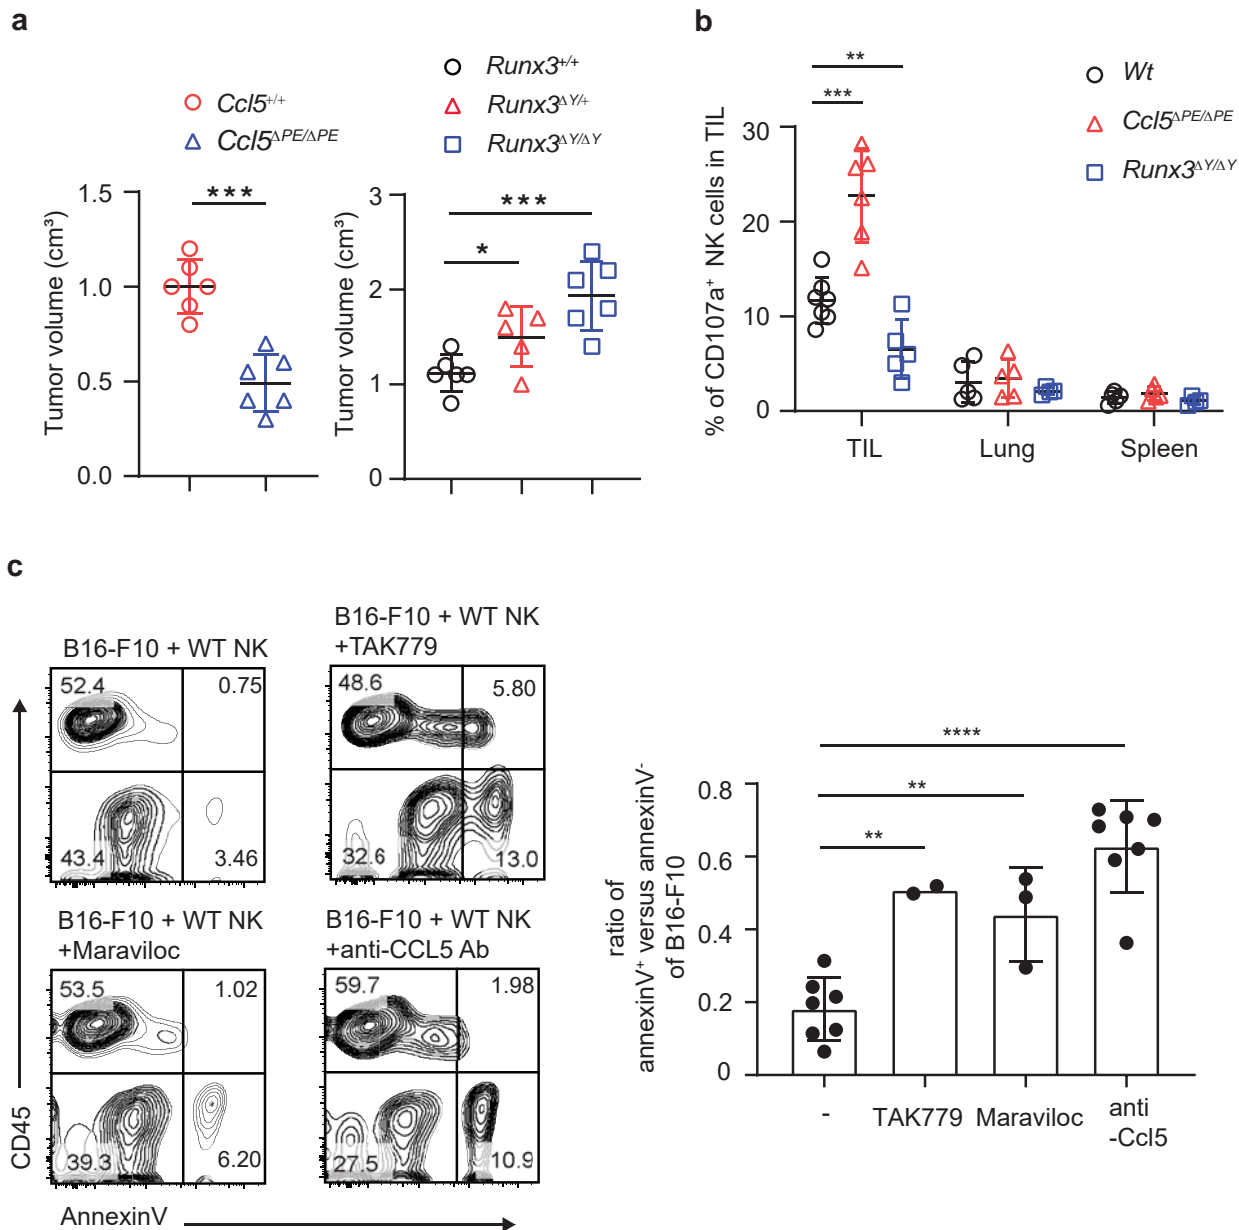

**Supplementary Fig. 5.: Functional status changes of NK cells by the CCL5-CCR5 axis**

**a, b** B16-F10 melanoma cells were subcutaneously injected into mice with the indicated genotypes, and tumor-mass diameter (a) and the frequency of CD107a expression in NK cells were measured among tumor infiltrated lymphocytes (TIL), lung NK and spleen NK cells (b).

**c** Purified NK cells were co-cultured with B16-F10 for four hours before staining with Annexin V to examine the apoptotic B16-F10 frequency as a readout of NK cytotoxicity. NK and B16-F10 cells were defined as CD45<sup>+</sup>NK1.1<sup>+</sup> and CD45<sup>+</sup>NK1.1<sup>-</sup> cells, respectively. Maraviroc (a commercial human CCR5 antagonist), TAK779 (a dual inhibitor of human CCR2 and CCR5), and a neutralizing anti-CCL5 antibody were added to inhibit the CCL5-CCR5 interaction. The graph shows a summary of the ratio of Annexin V<sup>+</sup> to Annexin V<sup>-</sup> cells. Numbers in the dot plots indicate the percentage of cells in each quadrant.

**a,b,c** Error bars indicate Mean ± SD and each dot represents a mouse examined over at least two independent experiments. Statistical significance is measured via unpaired two-tailed Student's t-tests and is presented as follows: \*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, \*\*\*\*p < 0.0001. Source data are provided as a Source Data file.

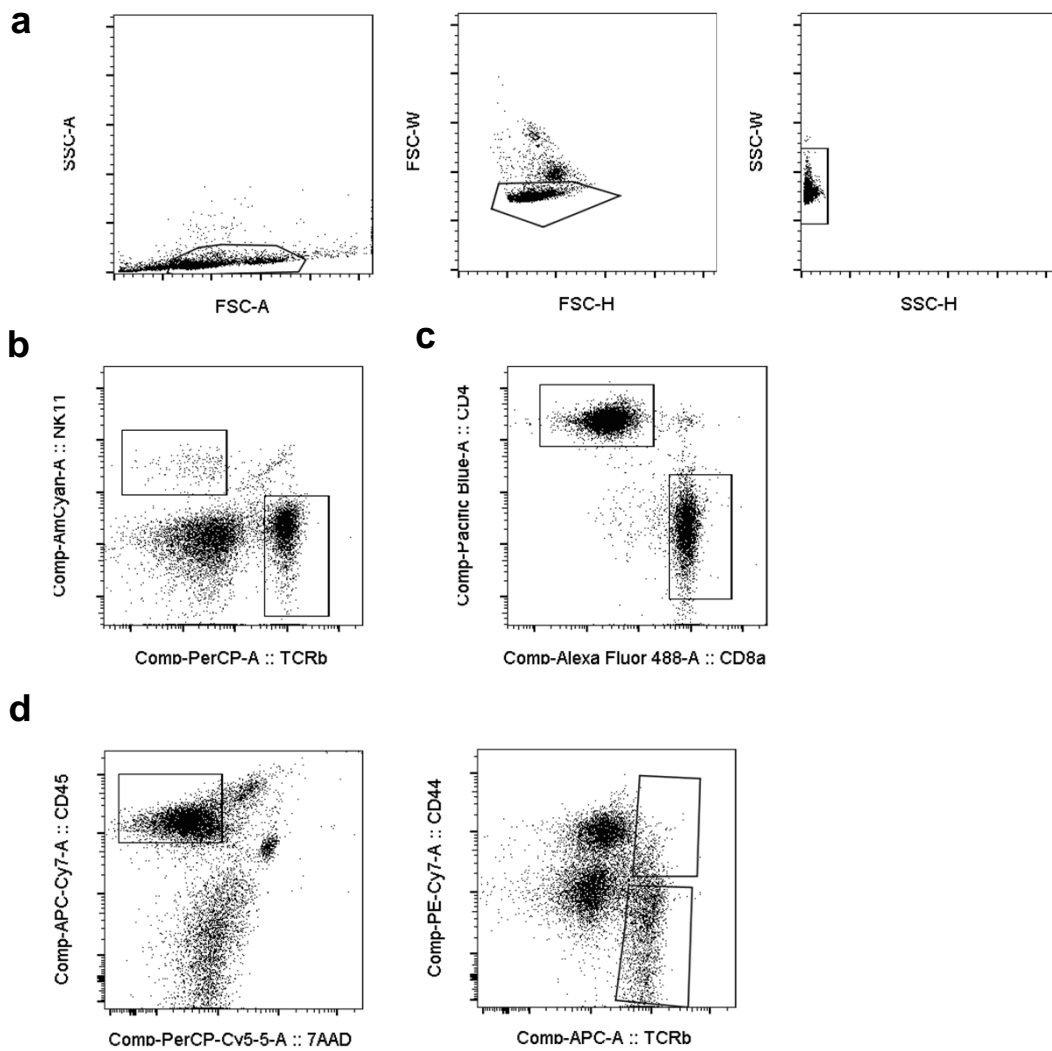

**Supplementary Figure 6.** Gating strategies used for flow cytometry.

**a** Gating strategy to splenic and lung.

lymphocyte singlets in all FACS analysis.

**b** Gating strategies to T cells (NK1.1- TCRb+) presented on Fig. 1.b, 2b,c, 3b,c, 4e, 5d.

**c** Gating strategy to dissect T cells into CD4+CD8- or CD4-CD8+ populations presented on Fig. 2d, 3d, 4d, 5c, 7b as well as splenic and lung NK cells (NK1.1+ TCRb-) presented on Fig 6c,d,e,f, 7b. The same strategy was used to CD4+ and CD8+ T cells for the *in vitro* assays presented on Sup Fig 1a,b,c, 2a,b, 4c.

**d** Gating strategy to lung resident memory (Trm) T cells (7AAD- CD45+ TCRb+ CD44+) and presented on Fig 6a,b as well as tumor infiltrating lymphocytes presented on Sup Fig 5b.

Primers used for quantitative qPCR of CC chemokine mRNA (Fig. 5C)

|               |                             |
|---------------|-----------------------------|
| Ccl1-forward  | GCCGTGTGGATACAGGATGTTGACAGC |
| Ccl1-reverse  | CAGCTGGGGGATCAGGACAGGAGGAGC |
| Ccl2-forward  | ATGCTTGGCTCAGCAC            |
| Ccl2-reverse  | TCAATTTTGTATTTTGAGTGT       |
| Ccl3-forward  | CCAAGTCTTCTCAGCGCCATA       |
| Ccl3-reverse  | GATGAATTGGCGTGGAATCTTC      |
| Ccl4-forward  | TGCTCGTGGCTGCCTTCT          |
| Ccl4-reverse  | CTGCCGGGAGGTGTAAGAGA        |
| Ccl5-forward  | AGATCTCTGCAGCTGCCCTCA       |
| Ccl5-reverse  | GGAGCACTTGCTGCTGGTGTAG      |
| Ccl6-forward  | ATGAGAAACTCCAAGACTGCC       |
| Ccl6-reverse  | TTATTGGAGGGTTATAGCGACG      |
| Ccl7-forward  | AAGATCCCCAAGAGGAATCTCAAG    |
| Ccl7-reverse  | CAGACTTCCATGCCCTTCTTTG      |
| Ccl8-forward  | TAAGGCTCCAGTCACCTGCT        |
| Ccl8-reverse  | TTCCAGCTTTGGCTGTCTCT        |
| Ccl9-forward  | ATGAAGCCTTTTCATACTGCCCTC    |
| Ccl9-reverse  | TTATTGTTTGTAGGTCCGTGGTTG    |
| Ccl11-forward | CCTGCTGCTTTATCATGACC        |
| Ccl11-reverse | GAGTTTTTGGTCCAGGTGCT        |
| Ccl12-forward | ATTTCCACACTTCTATGCCTCCT     |
| Ccl12-reverse | ATCCAGTATGGTCCTGAAGATCA     |

Primers used for ChIP-qPCR (Fig. 5D)

|                       |                              |
|-----------------------|------------------------------|
| Cd4 silencer-forward  | CCTTGTGTGGTCCCTCTCTTTG       |
| Cd4 silencer-reverse  | GCAACAACCACCCTTCACAGG        |
| Ccl5 PE-forward       | GGATCACCTTCTGCTTCCTTACCTCTG  |
| Ccl5 PE-reverse       | GCCTAAAATTATCTGTCAACAAACAC   |
| Ccl5 DE-forward       | TGTTGAGCATGGCAGAGCTGCAGAGAT  |
| Ccl5 DE-reverse       | ATTAGGCTAAGGCTTAGGAAGTTTATTT |
| Ccl5 promoter-forward | GTTTCCACAAAAGACACCAAAC       |
| Ccl5 promoter-reverse | GAGTGGGACGGCAGATCTGAG        |
| Negative area-forward | CTTGGGATAAGCAGCTCATAGGAGGCC  |
| Negative area-reverse | AGGTTAGCATAGCCAACCCACTGTG    |

Primers used for 3C-assay qPCR (Fig. 4C)

|                 |                             |
|-----------------|-----------------------------|
| Ccl5-PE-forward | GGATCACCTTCTGCTTCCTTACCTCTG |
| Ccl5-PE-reverse | GTGTTTGTGACAGATAATTTTAGGC   |
| 3C-S1           | ACTAGGGGGAACCAAGTGAATCTCAG  |
| 3C-S2           | CTTCCAGAGACCCGCTGTTTAGCAG   |
| 3C-S3           | GTCACACAGATAGTCACATGAGTAG   |
| 3C-AS           | GAAAGGATGCTTCATGACTTCACGG   |

gRNA sequences

|                |                      |
|----------------|----------------------|
| Ccl5-PE gRNA1  | TGCAGAGGGCCCTACTGACA |
| Ccl5-PE gRNA2  | ACATGCGGTGTGTTTGTGAT |
| Ccl5-DE gRNA1  | ATCTTAGGATGACTCCACCC |
| Ccl5-DE gRNA1  | GGAGTGGTTTAAATATAGGA |
| Runx3-ΔY gRNA1 | TGTGGCGGCCCTACTAAGCA |

**Supplementary Table 1.** Primer sequences for 3C assay related to Fig. 4 C, for a CC chemokine RT-qPCR related to Fig. 5 C, and for ChIP-qPCR related to Fig. 5 E. In addition, a list of gRNA sequences for the generation of knockout mice by Crispr/Cas9.

# Supplementary material for: Runx-mediated regulation of CCL5 via antagonizing two enhancers influences immune cell function and anti-tumor immunity
**Source:** Nat Commun. 2020 Mar 26;11:1562. doi: 10.1038/s41467-020-15375-w
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Flow cytometry data was collected by FACS Diva (Version 8).

Data analysis

GraphPad Prism 8 was used for statistical analyses.  
Flow cytometry data was analyzed by FlowJo (version 10).  
Hisat2 (version 2.1.0) was used to align reads from RNA-seq and HTSeq (version 0.11.0) to count reads, and further analyzed by EdgeR (3.6.0) for differential expression analysis.  
bowtie2 (version 2.3.5.1) was used to align reads from DNA-seq and macs2 (version 2.2.5) was used for peak calling.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The data for enChIP-seq, CBF $\beta$  ChIP-seq, RNA-seq have been deposited in GEO database under the accession code GSE130600.

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130600>

Standard ATAC-seq and histone modifications ChIP-seq data were obtained as fastq files from GSE95237. SATB1 ChIP-seq data were obtained as fastq files from GSE90635. Hi-C analysis of mouse Th1 cells were obtained from GSE48262 and visualized on a web tool (<http://promoter.bx.psu.edu/hi-c/>).

# Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size for each experiment is indicated in the figures and figure legends for each experiment. No statistical methods were used to predetermine sample size.                                                                                                                                                                                     |
| Data exclusions | No data was excluded in this manuscript.                                                                                                                                                                                                                                                                                                              |
| Replication     | All experiments described in this manuscript have been performed more than twice. All attempt at replication were successful.                                                                                                                                                                                                                         |
| Randomization   | No systemic randomization was used for animal studies since methods such as pathological scoring including subjective measures were not used in this study. However, standard procedures to remove experimental bias were in order such as mouse sexes, ages, litters and cages. No randomization was used for experiments other than animal studies. |
| Blinding        | No blinding test was done in this study since methods such as pathological scoring including subjective measures were not used in this study.                                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>For in vitro T cell culture, the following antibodies were used: 2 µg/ml anti-CD3e antibody (553058, BD Biosciences) with 2 µg/ml soluble anti-CD28 antibody (553295, BD Biosciences).</p> <p>For flow cytometry analyses, antibodies were purchased from BD Bioscience, Biolegend, ThermoFisher : Annexin V (Biolegend), CCL1 (148107), CCL5 (2E9/CCL5), CD4 (RM4-5), CD8a (53-6.7), CD8β (YTS156.7.7), CD11b (M1/70), CD25 (PC61), CD44 (IM7), CD45.2 (104), CD69 (H1.2F3), CD103 (M290), IFNγ (XMG1.2), NK1.1 (PK136), Gr-1 (RB6-8C5), Ter119 (Ter119), TCRβ (H57-597), TCRγδ (GL3) and CD107a (eBioH4A3) which were used at 0.5 µg/mL.</p> <p>For ChIP assays, the following antibodies were purchased: anti-FLAG (M2) from Sigma, anti-SATB1 (ab70004) from Abcam and anti-CBFb (in house).</p>                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Validation      | <p>Hamster anti-mouse CD3e antibody (553058, BD Biosciences)<br/>The testing is noted in the following website: <a href="https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/th-1-cells/surface-markers/mouse/purified-hamster-anti-mouse-cd3e-145-2c11/p/553058">https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/th-1-cells/surface-markers/mouse/purified-hamster-anti-mouse-cd3e-145-2c11/p/553058</a></p> <p>Hamster anti-mouse CD28 antibody (553295, BD Biosciences)<br/>The testing is noted in the following website: <a href="https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/regulatory-t-cells/surface-markers/mouse/purified-hamster-anti-mouse-cd28-3751/p/553295">https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/regulatory-t-cells/surface-markers/mouse/purified-hamster-anti-mouse-cd28-3751/p/553295</a></p> <p>Annexin V (640937, Biolegend)<br/>The testing is noted in the following website: <a href="https://www.biolegend.com/en-us/products/brilliant-violet-510-annexin-v-9791">https://www.biolegend.com/en-us/products/brilliant-violet-510-annexin-v-9791</a></p> <p>Goat anti-mouse CCL1 (PA5-47952)</p> |

The testing is noted in the following website:<https://www.thermofisher.com/antibody/product/CCL1-Antibody-Polyclonal/PA5-47952>

Mouse anti-mouse CCL5 (2E9/CCL5)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/pe-anti-mouse-ccl5-rantes-antibody-10420>

Rat anti-mouse CD4 (RM4-5)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/brilliant-violet-421-anti-mouse-cd4-antibody-7349>

Rat anti-mouse CD8a (53-6.7)

The testing is noted in the following website:<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/pe-rat-anti-mouse-cd8a-53-67/p/561095>

Rat anti-mouse CD8b (YTS156.7.7)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/pe-anti-mouse-cd8b-antibody-4476>

Rat anti-mouse CD11b (M1/70)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd11b-antibody-345>

Rat anti-mouse CD25 (PC61)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/fitc-anti-mouse-cd25-antibody-422>

Rat anti-mouse CD44 (IM7)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/apc-anti-mouse-human-cd44-antibody-312>

Mouse anti-mouse CD45.2 (104)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/pacific-blue-anti-mouse-cd45-2-antibody-3108>

Hamster anti-mouse CD69 (H1.2F3)

The testing is noted in the following website:<https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/regulatory-t-cells/surface-markers/mouse/pe-cy7-hamster-anti-mouse-cd69-h12f3/p/552879>

Rat anti-mouse CD103 (M290)

The testing is noted in the following website:<https://www.bdbiosciences.com/us/applications/research/t-cell-immunology/regulatory-t-cells/surface-markers/mouse/apc-rat-anti-mouse-cd103-m290/p/562772>

IRat anti-mouse FNY (XMG1.2)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/fitc-anti-mouse-ifn-gamma-antibody-995>

Mouse anti-mouse NK1.1 (PK136)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/pe-anti-mouse-nk-1-1-antibody-431>

Rat anti-mouse Gr-1 (RB6-8C5)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/apccyanine7-anti-mouse-ly-6gly-6c-gr-1-antibody-3935>

Rat anti-mouse Ter119 (Ter119)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/apc-anti-mouse-ter-119-erythroid-cells-antibody-1863>

Hamster anti-mouse TCR $\beta$  (H57-597)

The testing is noted in the following website:<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/fitc-hamster-anti-mouse-tcr-chain-h57-597/p/553171>

Hamster anti-mouse TCR $\gamma\delta$ (GL3)

The testing is noted in the following website:<https://www.biolegend.com/en-us/products/pe-anti-mouse-tcr-gamma-delta-antibody-2421>

Rat anti-mouse CD107a (eBioH4A3)

The testing is noted in the following website:<https://www.bdbiosciences.com/us/reagents/research/antibodies-buffers/immunology-reagents/anti-mouse-antibodies/cell-surface-antigens/bv421-rat-anti-mouse-cd107a-1d4b/p/564347>

Mouse anti-mouse anti-FLAG (M2, Sigma)

The testing is noted in the following website:<https://www.sigmaaldrich.com/catalog/product/sigma/f3165?lang=ja&region=JP>

Rabbit anti-mouse anti-SATB1 (ab70004, Abcam)

The testing is noted in the following website:<https://www.abcam.com/satb1-antibody-ab70004.html>

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                                                                                       |
|----------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | 2B4 mouse T cell line was kindly provided by Dr. Takashi Saito (RIKEN), YAC-1 cell line was kindly provided by Dr. Shin-ichiro Fujii (RIKEN) and B16-F10 mouse melanoma was purchased from RIKEN BRC. |
| Authentication                                                       | None of the cell lines used have been authenticated.                                                                                                                                                  |
| Mycoplasma contamination                                             | Cell lines were not tested for Mycoplasma contamination.                                                                                                                                              |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                       |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice used in this study include wild type, Runx1 $\Delta$ V, Runx3 $\Delta$ V, Cbfb $\beta$ F/F;Cd4-cre and Satb1F/F;Cd4-cre, Ccl5 $\Delta$ PE/ $\Delta$ PE and Ccl5 $\Delta$ DE/ $\Delta$ DE. Both male and female sexes were used at between 4 weeks to 4 months old. Mice were maintained in the animal SPF facility at the RIKEN IMS, which provides housing conditions at a constant temperature (24oC $\pm$ 2oC), relative humidity (55 $\pm$ 10%) and ventilation rate (7 air changes/hr). |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | All animal procedures were in accordance with protocol approved by the institutional Animal Care and Use Committee (IACUC) of RIKEN Yokohama Branch.                                                                                                                                                                                                                                                                                                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                 |
|--------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | GSE130600                                                                                                                                                                                                                                                                                                                                                                       |
| Files in database submission                                       | GSM3734262 mock gRNA<br>GSM3734263 Ccl5 promoter gRNA<br>GSM3744544 CBFb CD4+ T input<br>GSM3744545 CBFb CD4+ T ip<br>GSM3744546 CBFb CD8+ T input<br>GSM3744547 CBFb CD8+ T ip<br>GSM3938822 Lung_WT1<br>GSM3938823 Lung_WT2<br>GSM3938824 Lung_KO1<br>GSM3938825 Lung_KO2<br>GSM3938826 Spleen_WT1<br>GSM3938827 Spleen_WT2<br>GSM3938828 Spleen_KO1<br>GSM3938829 Spleen_KO2 |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | No longer applicable                                                                                                                                                                                                                                                                                                                                                            |

### Methodology

|                         |                                                                                                                                      |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | ChIP-seq experiments were performed twice with different batches and one representative result were deposited.                       |
| Sequencing depth        | Libraries were sequenced to generate single-end 50bp and sequencing depth for each ChIP-seq sample was between 15-20 millions reads. |
| Antibodies              | anti-FLAG (M2) from Sigma and anti-CBFb (in house).                                                                                  |
| Peak calling parameters | ChIP peaks were identified using MACS2 with the default parameters                                                                   |

Data quality

Peaks were called using MACS2 (version 2.1.1) with the upper (50-fold) and lower (2-fold) limit for model building.

Software

Hisat2 was used to align read to the mouse genome (mm10). ChIP-seq peaks were identified using MACS2.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

Cell suspension from spleen and lung were prepared by mashing tissues through a 70 µm cell strainer. Red blood cells were removed before analysis.

Instrument

Data collection was performed by FACS-Canto II or FACS-Aria (BD Biosciences).

Software

To collect FACS data, we used FACS Diva software. Data were analyzed by FlowJo software.

Cell population abundance

Purities of post-sort samples were checked by FACS analysis to ensure more than 99% of the purity.

Gating strategy

FSC/SSC were used for lymphocytes, FSC-H/FSC-W for single cells and 7AAD for viable cells.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

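The processed data are 8 RNA-seq libraries of NK cells sorted from lung and spleen of *Wt* and *Ccl5* ΔPE/ΔPE (KO) mice, 2 libraries for each of the 4 groups. Conditions and replicate numbers were taken from the sample labels, which give organ, genotype and number, and the legend of Fig. 6e, which states what KO stands for. The paper's other experiments (flow cytometry, ChIP-seq, enChIP-seq and metastasis counts) were not analysed here.

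The authors aligned reads of 50 bp to mm10 with HISAT2 at standard parameters, counted them on genes with HTSeq, and deposited raw read counts per gene symbol, without normalization or filtering. HTSeq's categories of uncounted reads were used only to describe the libraries. Between 3132963 and 26482366 reads were counted per library. The floor of 3 reads corresponds to at most 0.958 CPM in the shallowest library, and intervals and floors cover counting error only. Raw reads were not used here, so alignment, strand setting and counting stand as the authors made them.

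Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr over the 4 groups, libraries were scaled by TMM, and a model with 1 mean per group was fitted to all 8 libraries. Contrasts were KO against *Wt* in lung and in spleen, the difference between these effects, and lung against spleen in each genotype. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, at an FDR of 0.001 (drawn in Fig. 6d) and 0.05 (the level of the statistics section). The paper names edgeR without naming the test. Standard errors of log2 fold changes were derived from the F statistic. CPM values use the TMM-scaled library sizes, and their SD is that of 2 libraries. Principal components and distances used log2 CPM with a prior count of 2, without scaling of genes. Sets of genes were tested with fry and compared with 10000 random sets matched on mean expression, with at least 3 tested members per set. With 2 libraries per group, no exact test by regrouping of libraries can give a p below 0.333.

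Equal replicate numbers come from the sample labels, and the paper does not say that they pair libraries. Across genes with a mean log2 CPM above 5, the correlation of the deviations of equally numbered libraries was 0.169 in spleen (0.132 with the GC trend removed) and -0.0139 in lung, so values with replicate number as a block are also given, though not for every result.

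The alternatives set before the data were examined were the likelihood ratio test, exact tests with tagwise, common and 0 dispersion, DESeq2, a fit of only the 4 libraries of a comparison, RLE, upper-quartile and library-total scaling, no filter, at least 10 counts in every library, the replicate block, other scales for the principal components (no logarithm, raw counts, genes scaled to unit variance, the 500 most variable genes, a prior count of 0.5), camera for the sets of genes, and leaving out each library in turn. The alternatives added after the data had been seen were an offset that removes from each library its trend with GC content (a spline with 5 degrees of freedom), that offset with the replicate block, assumed biological coefficients of variation of 0.1 and 0.2, leaving out each library for the correlation of the KO effects, leaving out *Heatr9*, *Ccl9* and *Ccl6* from the count of changed genes near the deletion, and the replicate block for that count, for the genes changed in both organs, for the correlation of the KO effects and for *Heatr9*.

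Gene positions, length and GC content came from GENCODE M21 (GRCm38). Of the 48321 symbols, 46394 matched a gene name, 591 matched through an older symbol or synonym, and 1336 did not match. GC content was known for 12504 of the genes tested (99.3%). No genome sequence of this build was used, so no sequence is given. Apart from *Heatr9*, *Gm15610* and *Gm11175*, the genes named were fixed by a rule before the data were examined. They are the genes that the text, Fig. 6d or the supplement names for these cells or this locus, members of the sets of genes, and the genes with the smallest p in each direction (5 in lung, 3 in spleen) whose KO libraries both lay on the same side of both *Wt* libraries. Not every gene covered by this rule is reported here. *Heatr9* and *Gm15610* were chosen after their values were seen, and *Gm11175* is named as the gene antisense to *Jund*.

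The steps were tested on simulated counts with 200 changed genes among 12064 tested. The quasi-likelihood test recovered 95% of them, and 4.04% of its calls were false. DESeq2 recovered 87%. The exact test without dispersion recovered 99.5%, with 90.9% of its calls false. When a GC trend was added to the lung KO libraries (12086 genes tested), 83.1% of the calls were false without the GC offset and 6.34% with it. The simulated replicates were independent and spread more widely than the libraries, whose common biological coefficient of variation was 2.50%. Far more genes were called in the data than were changed in the simulation, so these rates do not carry over to the counts reported.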

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

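The tests of normalization, library depth, exchanged labels, tissue dissociation, other cells and the neighbourhood of the deletion were chosen only after the results they bear on had been seen.

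The effect of the *Ccl5-PE* deletion differed between lung and spleen NK cells for 7753 genes at an FDR of 0.05. The largest differences among the genes the paper names were those of *Junb* (log2 difference 3.81) and *Jund* (3.67). *Klf2* differed by 2.57, *Tbx21* by 2.31, *Fos* by 1.91 and *Il2rb* by 1.82. All 6 genes were higher in KO in lung, and all but *Fos* fell in spleen, where *Fos* had too few reads to tell. The fall of *Il2rb* in spleen did not pass 0.05 with an assumed biological coefficient of variation of 0.2 (adjusted p = 0.201 from edgeR's likelihood ratio test). These differences drew attention because the same deletion was compared in both organs and the effects had opposite signs. The spleen comparison, in which 4388 genes differed at an FDR of 0.001, is not described by gene in the paper, and the explanations weighed here apply to it as well.

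Several technical explanations were tested for the opposite signs. RLE, upper-quartile and library-total scaling changed the sign of 0 of 10 named genes, but a scaling moves all genes of a library alike and by less than these effects, so this test could not have come out otherwise and settles nothing. Library depth was ruled out for *Junb*, whose effect in spleen from the shallow KO library was 101.4% of that from the deep one. Exchanged organ labels were excluded by the lung epithelial transcripts *Sftpc* and *Scgb1a1*. Their summed count was at least 923 reads in every lung library and 0 in every spleen library. Exchanged genotype labels were excluded by *Ccl5*, whose lowest CPM in a *Wt* library was 4.90 times its highest in a KO library. A list of 67 marker genes of other cell types, without T cells, took at most 0.173% of the counts of a library. Marker genes are only part of a cell's mRNA, so this share does not bound the reads from other cells or exclude them.

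Other explanations remain. Across genes, the difference in the KO effect between the organs rose with GC content (Spearman correlation 0.334), as it would if the libraries had been made or amplified under differing conditions. With the GC trend of each library removed, the 6 genes kept between 69.7% and 88.1% of their difference and all stayed past an FDR of 0.05. The mean GC trend thus did not account for all of their difference. The offset cannot show a bias of single genes beyond that trend, so GC content is not excluded. Part of the pattern cannot be told apart from GC content. The correlation with transcript length was 0.111, which neither bears out nor excludes length as a contributor. A response to tissue dissociation may also contribute. In lung KO, heat shock genes stood at percentile 99.86 of random sets and immediate early genes, to which *Junb*, *Jund* and *Fos* belong, above all of them. In spleen, the immediate early genes fell in KO, to percentile 0.09 of random sets. The heat shock genes rose there by a median log2 fold change of 0.20 (adjusted p = 0.0018, fry), at percentile 76.3 of random sets. These sets thus did not move together in spleen, which does not exclude a stress response that differed between preparations. The differences also stayed past an FDR of 0.05 with an assumed biological coefficient of variation of 0.2, with adjusted p between 6.8e-15 for *Junb* and 0.0059 for *Fos* (edgeR's likelihood ratio test). That setting does not cover a difference shared by many genes between the preparations of 2 groups, which 2 libraries per group that resemble one preparation cannot show. A biological explanation, an effect of the deletion that depends on the organ, stays a hypothesis beside these.

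*Heatr9*, *Ccl9* and *Ccl6* were among the genes near the deletion that changed alike in both organs. *Heatr9*, the next protein-coding gene beyond *Ccl5*, had a log2 fold change of -1.91 in lung and -2.61 in spleen (adjusted p = 1.7e-10 and 2.1e-14 from edgeR's quasi-likelihood test), and -1.89 and -2.63 with replicate number as a block. *Ccl9* rose by 1.44 in lung and 1.22 in spleen, and *Ccl6* by 1.30 and 1.31. In each case, both KO libraries lay on the same side of both *Wt* libraries in each organ. *Heatr9* was singled out after its values were seen, while *Ccl9* and *Ccl6* were on the list set beforehand. These genes drew attention because the paper does not discuss their mRNA in these cells. *Ccl6* rests on between 7 and 113 reads per library. Myeloid cells in the KO samples would raise *Ccl6* and *Ccl9* with other myeloid genes. In lung, the myeloid set had a median log2 fold change of -0.46 (direction down, adjusted p = 0.0017, fry). This goes against myeloid cells in lung but does not exclude them, since 2 of the 7 tested genes of the set were higher in KO. Camera did not call the set in lung (adjusted p = 0.319, limma). In spleen, its median was 0.15, at percentile 79.5 of the random sets (direction up, adjusted p = 0.012, fry). Myeloid cells are thus not excluded as a contributor there either. With the GC trend removed, *Ccl9* kept 90.6% of its change in spleen and more than all of it in lung, which does not point to GC content. Of the 21 tested genes within 500 kb of the deletion, *Ccl5* left out, 7 changed in the same direction in both organs at an FDR of 0.05. This was 33.3% of them, against 7.61% of the genes elsewhere (Fisher's exact test, two-sided, p = 0.00067). The 7 genes comprised 4 that rose and 3 that fell. They include *Heatr9*, *Ccl9* and *Ccl6*, whose values prompted this test, so it partly restates them. Without these 3, it was 4 of 18 genes (22.2%; Fisher's exact test, two-sided, p = 0.044), which is weak evidence, since neighbouring genes are not independent. Under the replicate block, the 2 tests gave p = 0.00089 and 0.050 (Fisher's exact test), and the second no longer passed 0.05, so the data do not settle whether the other genes near the deletion changed alike more often than genes elsewhere. A candidate explanation is an effect of the deletion on neighbouring genes, and variants that travelled with the deleted allele are another. The second was not tested, since counts hold no sequence, and the 2 cannot be told apart here.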

How the results depend on the processing

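Assumed coefficients of variation, the GC offset and, for the correlation of the KO effects, leaving out libraries and the replicate block were chosen only after the data had been seen, and the other alternatives before the data were examined. The cause of the changes given here was not tested, except where a sentence says otherwise.

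*Ccl5* ranked 1 by p among genes lower in lung KO under all 16 alternatives that gave a rank. Across the 58 log2 fold changes of named genes in lung and spleen, the alternatives set beforehand kept direction and side of the 0.05 threshold in 676 cases, and gave 3 weaker, 10 stronger and 3 reversed results. The GC offset made 1 weaker and reversed 2. Of the 232 fits that left out a library, 10 moved a value by more than the spread between replicates and 1 reversed it.

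DESeq2 lowered the counts of changed genes in lung to 2116 at an FDR of 0.001 and 4507 at 0.05, and in spleen to 1929 and 4165, from 4131, 7000, 4388 and 7195. The share changed in lung at 0.001 fell from 32.8% to 16.8% with DESeq2 and to 21.3% with no filter, which adds genes with few counts. With an assumed coefficient of variation of 0.1, the lung counts were 1844 and 4395 (share 14.6%), the spleen counts 1468 and 4112, and 4673 genes differed between lung and spleen in *Wt* (7185 otherwise). With 0.2, they were 548 and 1557 in lung (share 4.35%) and 342 and 1144 in spleen. With 0.2, the effect differed between the organs for 2017 genes (7753 otherwise), and 2011 genes in *Wt* and 2316 in KO differed between lung and spleen (7185 and 8259 otherwise). These counts thus depend on the spread assumed between animals, which the libraries do not show if those of a group share one pool. The other alternatives stayed within 1.5 times the counts reported. The replicate block gave 4478 and 7012 genes in lung, 4870 and 7298 in spleen, 7724 for the difference between the organs, 6943 between the organs in *Wt* and 8049 in KO. The GC offset gave 4018 and 6824 in lung, 4206 and 7047 in spleen, and 7450 for the difference.

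Library totals moved the median log2 fold change of all genes in lung from 0.02 to 0.11 and in spleen from 0 to -0.07. The share of higher genes at 0.001 rose with them in lung from 54.2% to 66.6% (2836 higher, 1425 lower) and fell in spleen from 47.9% to 37.0% (1595 higher, 2717 lower). At 0.05, it rose in lung from 52.5% to 63.3% (4419 higher, 2561 lower), and fell from 48.6% to 36.9% for lung against spleen in *Wt* (2674 higher, 4579 lower). For the difference between the organs at 0.05, it rose from 52.9% to 63.5% (4900 higher, 2819 lower). With the GC offset, the share of higher genes in lung fell to 49.3% at 0.001 and 48.8% at 0.05, below that of lower genes, and in spleen it rose to 51.5% at 0.001. The offset also turned the majority round at 0.05 for the difference between the organs, to 49.0% (3647 higher, 3803 lower). It did so for lung against spleen in *Wt*, to 52.9% (3769 higher, 3354 lower). An assumed coefficient of variation of 0.2 moved the share most at 0.001, to 72.3% in lung (396 higher, 152 lower) and 29.5% in spleen (101 higher, 241 lower). With it, the share was 69.7% for the difference between the organs at 0.05. The balance of directions therefore depends on the scaling, the GC offset and the spread assumed.

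*Gzmb* in lung reversed from -0.03 to 0.0624 with library totals, 0.0076 with the GC offset and 0.0072 with the GC offset and the replicate block as a pair. *Itgam* in spleen reversed from -0.01 to 0.0008 with upper-quartile scaling, 0.0037 with no filter, 0.0168 with the GC offset, and 0.0138 with the GC offset and the replicate block as a pair. Across the fits that each left out a library, it lay between -0.0690 and 0.0132, the latter without spleen KO replicate 1. Neither change is past 0.05 in the reported fit, so both are values near 0.

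The first principal component held 49.0% of the variance, and 59.7% for CPM without a logarithm, 96.1% for raw counts, 35.8% with genes scaled to unit variance, 67.4% for the 500 most variable genes, 40.7% with no filter and 51.5% with a prior count of 0.5. The second held 26.4%, and under the first 4 of these 29.3%, 2.92%, 32.0% and 20.2%. The first component did not part lung from spleen for CPM without a logarithm, for raw counts or with genes scaled to unit variance. Leaving out each library gave 46.8% to 53.7% and 23.7% to 29.5%. The ratio of the *Wt* to KO distance in lung to that in spleen was 1.18, and under the same 4 settings 1.08, 0.276, 1.04 and 1.49, with 1.07 to 1.24 across the fits that each left out a library. Lung was thus the more distant organ in each setting except raw counts, which follow depth.

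The correlation across genes of the KO effects was -0.0873, and -0.0980 with DESeq2, -0.366 for genes with at least 10 counts in every library, -0.521 for those with a mean log2 CPM above 5 and -0.0616 with the GC offset. With the replicate block, it was -0.0843. It lay between -0.0913 and -0.0637 across the fits that each left out a library. Of 34 tests of gene sets, 27 passed an FDR of 0.05, 14 with camera, 22 to 30 with the other alternatives set beforehand and 25 with the GC offset.

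Fits that leave out a library give no count or rank, since 1 library is left in a group. The difference between the organs was not run with the exact tests or with only the 4 libraries of a comparison, which cannot hold it. In the exact tests, some adjusted p of *Ccl5* fell below the smallest number the software holds. Depth limits genes with few reads, such as *Fos* in spleen and *Ccl6* in both organs.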

Differences from the paper's values

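The −log10 FDR of *Ccl5* in lung was 34.6, against the paper's about 210 in Fig. 6d, read by eye. Of the alternatives set before the data were examined, DESeq2 (254) and the replicate block (222.2) fell within 1.5 times the paper's value. The likelihood ratio test gave 617, which differs from it, and so do only the 4 libraries of the comparison (28.0), RLE (36.2), upper-quartile scaling (35.9), library totals (37.6) and at least 10 counts in every library (38.6). The exact tests and the fit with no filter gave p below the smallest number the software holds, and no value.

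The −log10 FDR of *Junb* in lung was 23.6, against the paper's about 210 in Fig. 6d, read by eye. Within 1.5 times of it were the likelihood ratio test (190.9), the exact tests with tagwise (188.3), common (181) and 0 dispersion (266), and the fit with no filter (178). DESeq2 (72.0), only the 4 libraries of the comparison (19.7), RLE (24.4), upper-quartile scaling (24.2), library totals (26.2), at least 10 counts in every library (26.3) and the replicate block (93.4) differ from it. None of the alternatives that gave a value for both genes brought both within the paper's.

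The share of mRNAs that the paper states rose or fell in lung NK cells without *Ccl5-PE* is larger than the shares found here, where 32.8% of the genes tested differed at the FDR of 0.001 drawn in its figure, and 55.6% at 0.05. The highest share at 0.001 was 40.3%, from the exact test with a dispersion of 0. That test also gave the highest share at 0.05, 58.8%.

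The paper's reading of Fig. 6e is that *Wt* and KO cells differ more in lung than in spleen. By distance, lung was 1.18 times as far apart. By number of genes, spleen differed at 4388 genes at an FDR of 0.001 against 4131 in lung, and at 7195 against 7000 at 0.05. With DESeq2, the order of these counts was the reverse, with 1929 in spleen and 2116 in lung at 0.001. With assumed coefficients of variation of 0.1 and 0.2, chosen after seeing the values, lung also had more, with 1844 against 1468 and 548 against 342.

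In Fig. 6e, the points named as lung libraries lie apart from those named as spleen libraries along the first axis. With CPM without a logarithm, the first component parted *Wt* from KO libraries here, and with log2 CPM it parted lung from spleen, except when genes were scaled to unit variance, where it parted neither. On the former scale, the 8 points read by eye fell close to the 8 libraries, but 2 lay nearest to a library of the same name and 6 nearest to a library of another name.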

Other observations

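The test of the plotted positions was chosen only after the result was seen, and the tests of the replicates and of antisense genes were written down beforehand.

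Taken over all 4 groups, the 2 libraries of a group resembled samples of one pool. If they came from separate mice, genes of other cells carried along by the sort would be likely to differ between them by more than NK-cell genes do. The dispersion index of such genes between replicates was 0.910 times that of genes with the same counts, over 144 pairs of counts. By group, it was below that of matched genes in lung *Wt* (0.896 against 1.21), spleen *Wt* (1.07 against 1.41) and spleen KO (1.18 against 1.39), but above it in lung KO (1.43 against 1.15), the direction expected for separate mice. *Sftpc* and *Scgb1a1*, for example, had 1224 and 702 reads in lung *Wt* replicate 1, and 601 and 322 in replicate 2, in step with the totals of these libraries. Over the groups together, these values are consistent with replicate libraries drawn from one pool of cells or RNA, which is less clear in lung KO. Single genes go against it. Between the replicates of a group, 65 genes in lung *Wt*, 16 in lung KO, 51 in spleen *Wt* and 49 in spleen KO differed at an FDR of 0.05 by an exact binomial test. Of these, 2, 2, 3 and 1 had a log2 ratio beyond 2 in either direction, 1 of them with 0 and 331 reads in spleen *Wt*, which sampling from one pool would not give. No explanation was tested for these genes. The libraries were not copies of each other, since they differed by more than counting error (chi-square test over 11642 genes in lung *Wt*, p = 6.2e-177). A pool of several mice and a single mouse cannot be told apart by this test.

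A candidate explanation for the plotted positions in Fig. 6e is that plot labels differ from the deposited labels. From CPM without a logarithm, each plotted point lay within 387 units of a library, while libraries of different groups were at least 6057 units apart. Only 2 of the 8 points were nearest to a library of the same name. The points named lung *Wt* fell on the spleen *Wt* libraries, those named lung KO on the lung *Wt* libraries, and those named spleen *Wt* on the lung KO libraries. The coordinates were read by eye. The transcripts *Sftpc* and *Scgb1a1* were found in all 4 libraries deposited as lung and in none of those deposited as spleen.

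Counts on antisense genes were high. Over 140 genes within exons of an expressed gene on the other strand, the median ratio of read densities was 1.03. This is consistent with a counting that took libraries without strand information as stranded, and the share of reads on no gene, 52.7% to 55.0%, would follow from it. It was not tested on reads. *Gm11175*, antisense to *Jund*, had a log2 fold change of 1.98 in lung and -2.43 in spleen, like *Jund*. *Gm37376* lies antisense within *Malat1*, and they rose in spleen by 0.77 and 0.81.

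*Itgam* (CD11b) rose in lung KO by a log2 fold change of 0.16 (adjusted p = 0.0014 from edgeR's quasi-likelihood test) and did not change detectably in spleen (-0.01). *Cd27* rose by 0.39 in lung and 0.36 in spleen. In spleen, *Ifng* rose by 0.48, while *Prf1* fell by 0.48 and *Cx3cr1* fell by 0.35. *Gzma* rose in spleen by 0.51. Among the other chemokine genes of chromosome 11, *Ccl3* changed by -0.10 in lung (adjusted p = 0.057 from edgeR's test) and 0.59 in spleen, and *Ccl4* by 0.27 and 0.33. Set beside these, *Stard4* had log2 fold changes of 1.59 in lung and 1.52 in spleen.

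Mitochondrial mRNAs had a median log2 fold change of -0.62 in lung and 0.36 in spleen. Platelet genes had a median of -2.57 and -0.58, and B-cell genes of 1.51 and 0.27, at few reads. *Xist* was found in all 8 libraries and *Ddx3y* in none. *Gm15610*, chosen after its values were seen, was listed at 0 in all 4 *Wt* libraries and at 7.16, 7.75, 8.81 and 8.69 CPM in the KO libraries. No explanation was tested for the values of these last 2 paragraphs.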
